# Allopregnanolone pleiotropic action in neurons and astrocytes: calcium signaling as a unifying mechanism

**DOI:** 10.3389/fendo.2023.1286931

**Published:** 2023-12-22

**Authors:** Tian Wang, Shuhua Chen, Zisu Mao, Yuan Shang, Roberta Diaz Brinton

**Keywords:** allopregnanolone, calcium signaling, mitochondria, neuroplasticity, astrocytic function

## Abstract

**Objective:**

Allopregnanolone (Allo) is a neurosteroid with pleiotropic action in the brain that includes neurogenesis, oligogenesis, human and rodent neural stem cell regeneration, increased glucose metabolism, mitochondrial respiration and biogenesis, improved cognitive function, and reduction of both inflammation and Alzheimer’s disease (AD) pathology. Because the breadth of Allo-induced responses requires activation of multiple systems of biology in the absence of an Allo-specific nuclear receptor, analyses were conducted in both neurons and astrocytes to identify unifying systems and signaling pathways.

**Methods:**

Mechanisms of Allo action were investigated in embryonic hippocampal neurons and astrocytes cultured in an Aging Model (AM) media. Cellular morphology, mitochondrial function, and transcriptomics were investigated followed by mechanistic pathway analyses.

**Results:**

In hippocampal neurons, Allo significantly increased neurite outgrowth and synaptic protein expression, which were paralleled by upregulated synaptogenesis and long-term potentiation gene expression profiles. Mechanistically, Allo induced Ca^2+^/CREB signaling cascades. In parallel, Allo significantly increased maximal mitochondrial respiration, mitochondrial membrane potential, and Complex IV activity while reducing oxidative stress, which required both the GABA_A_ and L-type Ca^2+^ channels. In astrocytes, Allo increased ATP generation, mitochondrial function and dynamics while reducing oxidative stress, inflammasome indicators, and apoptotic signaling. Mechanistically, Allo regulation of astrocytic mitochondrial function required both the GABA_A_ and L-type Ca^2+^ channels. Furthermore, Allo activated NRF1-TFAM signaling and increased the DRP1/OPA1 protein ratio, which led to increased mitochondrial biogenesis and dynamics.

**Conclusion:**

Collectively, the cellular, mitochondrial, transcriptional, and pharmacological profiles provide evidence in support of calcium signaling as a unifying mechanism for Allo pleiotropic actions in the brain.

## 1 Introduction

Allopregnanolone (Allo, 3α-hydroxy-5α-pregnan-20-one) is an endogenous neurosteroid derived from progesterone (1–6). Despite the lack of a specific nuclear transcriptional receptor, Allo functions as a pleiotropic systems biology regulator (1–3, 7–12). The systems of biology activated by Allo in the brain include neural stem cell regeneration, neurogenesis, oligogenesis and increased white matter (3, 7, 13–19), mitochondrial respiration and bioenergetics (10, 20), cholesterol homeostasis (21, 22), immune regulation (12, 21, 23–25), reduced beta amyloid and pTau (21), restoration of synaptic transmission, and cognition (9, 26, 27).

The mechanisms of action of Allo have been extensively studied in mature neurons and neural stem cells (3, 13, 28–30). In both cell types, Allo prolongs the opening of the GABA_A_ receptor complex (30). However, modulation of the GABA_A_ receptor complex by Allo results in hyperpolarization in mature neurons and the opposite, depolarization, in neural stem cells (3, 13). Mature neurons, although expressing Na-K-Cl cotransporter (NKCC1), maintain a low intracellular Cl^−^ level due to the upregulation of the neuron-specific K-Cl cotransporter 2 (KCC2) during their maturation (31). Allo prolongation of the GABA_A_ receptor complex open time increases chloride influx, hyperpolarization and potentiation of the inhibitory post-synaptic potential (30). In contrast, neural stem cells exhibit a high-intracellular Cl^−^ level attributed to NKCC1 expression (3). Allo prolongs the GABA_A_ receptor complex open time, which results in depolarization of the plasma membrane due to efflux of intracellular chloride (3, 32). This Allo-induced membrane depolarization leads to activation of voltage-dependent L-type calcium (Ca^2+^) channels (28). The subsequent rise in intracellular Ca^2+^ activates a Ca^2+^-dependent kinase, CaMK IV, which then phosphorylates and activates the transcription factor cyclic AMP-responsive element-binding protein 1 (CREB1) (3). Through CREB1 activation, Allo upregulates the expression of cell cycle genes that promote mitosis, leading to increased neural stem cell regeneration (3, 13, 28).

The breadth of Allo regulation of systems of biology requires multiple cell types. Although the effects of Allo have been reported in multiple neural cell types (33), a unifying mechanism of action across multiple cell types remains unresolved. Herein, we investigated the impact of Allo on a common set of responses in embryonic hippocampal neurons and astrocytes, both of which express GABA_A_ receptors and have a high-intracellular chloride concentration (31, 34, 35). Transcriptional analyses were conducted to identify both unique and common pathways relevant to Allo-induced outcomes.

Results reported herein indicate that, in embryonic neurons, Allo activates the Ca^2+^/CREB signaling pathway that promotes neural plasticity and mitochondrial function. In parallel, Allo activated the Ca^2+^ signaling pathway in astrocytes, which was associated with increased mitochondrial biogenesis and dynamics through an increase in the NRF1-TFAM signaling cascade and DRP1/OPA1 protein ratio. These mitochondrial outcomes were associated with reduced inflammasome activation and oxidative stress. Notably, Allo’s systems of biology actions rely on a high-intracellular Cl^−^ concentration, mediated by expression of the NKCC1, that enables efflux of intracellular Cl^−^ through the GABA_A_ receptor and thus membrane depolarization that activates the L-type Ca^2+^ channels enabling an influx of Ca^2+^ and activation of the Ca^2+^ signaling pathway (3). Collectively, findings reported herein provide insights into common Ca^2+^-mediated and mitochondria-related mechanisms that underlie the pleiotropic action of Allo to activate systems of biology enabling integration of signaling and function in neurons and astrocytes.

## 2 Materials and methods

### 2.1 Isolation of primary hippocampal neurons and astrocytes

Primary embryonic hippocampal neurons and astrocytes were isolated from day 18 (E18) fetuses of Sprague Dawley rats (Envigo) as previously described (36, 37). Briefly, hippocampi were dissected from the brains of E18 fetuses and digested by incubation with 0.02% trypsin in HBSS (Invitrogen,14170-112) for 3 min at 37°C. The digested tissue was dissociated by repeated passing through a series of fire-polished constricted Pasteur pipettes, then filtered through a 40-µm Nylon cell strainer into 50-ml conical centrifuge tubes and centrifuged at 1,000 rpm for 3 min.

Neurons were cultured in Neurobasal Medium (Gibco, 12348017) supplemented with 2%B-27 (Gibco, 17504044), 25 μM glutamate (MP Biomedicals, 02101800), 0.5 mM L-glutamine (Gibco, 25030081) and 10U/mL penicillin/streptomycin (Gibco, 15140122). Mixed glia was cultured in Dulbecco’s Modified Eagle Medium (DMEM)/F-12 (Gibco, 11039021) supplemented with 10% FBS (ATCC, 30-2020) and 20 U/mL penicillin/streptomycin (Gibco, 15140122) in T75 flasks. Upon 80% confluency, cultures were shaken on an orbital shaker overnight and then washed with cold Phosphate buffer saline (PBS). The supernatants containing microglia and oligodendrocytes were discarded, and the remaining enriched astrocytes were then trypsinized and re-plated onto poly-D-lysine coated wells or coverslips.

For imaging or immunocytochemistry studies, 20,000 cells were plated onto each poly-D-lysine (50 μg/mL) coated 22-mm coverslip. For Western blotting, 10^6^ cells were seeded on poly-D-lysine coated six well plates. Cells were incubated at 37°C in a humidified 5% CO_2_ incubator.

### 2.2 In-vitro treatment

#### 2.2.1 Allo treatment

Because aging is associated with decreased levels of hormone, growth, and trophic factors (38, 39), a supplement-reduced media condition was used as an Aging Model (AM) to investigate the effect of Allo on neurons and astrocytes under an aging condition. Neurons (**Figure 1A**) were cultured in Neurobasal media with a reduced amount of B27 (0.2% and 10% Supplement-deprived medium, AM) at day 10 for 4h, then treated with 100 nM Allo (SAFC Inc, UCDQR-001) or vehicle (0.001% EtOH) for 16h in AM medium (40). Astrocytes were cultured in DMEM/F-12 supplemented with 10% charcoal-stripped FBS (Gibco, 12676029, AM) for 24h, then treated with 100 nM Allo or vehicle for 24h in AM medium (41). Allo (100 nM) and the treatment duration were based on previously established analyses across multiple cell types (11, 13, 28). Allo at 100 nM is comparable to physiological pregnancy levels of Allo, and thus, is translationally relevant (42, 43).

**Figure 1:**
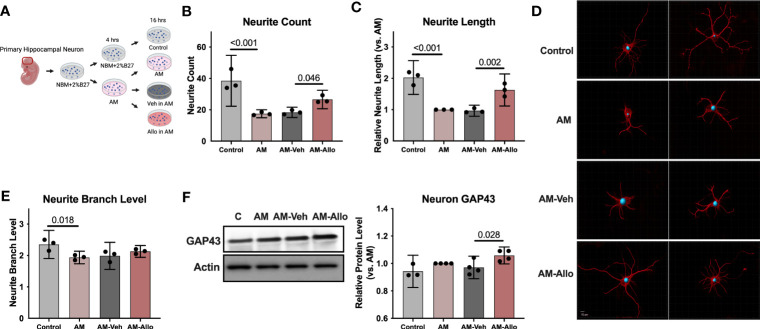
Allo treatment significantly reversed AM-induced deficits in neurite outgrowth. **(A)** The schematic diagram of Allo treatment (Created with BioRender.com). Allo treatment (100 nM) reversed AM-induced deficits in neurite count **(B)** (*n* = 3, one-way analysis of variance (ANOVA), F (3, 8) = 22.28, *p* < 0.001, η^2 ^ = 0.893) and neurite length **(C)** (*n* = 3, one-way ANOVA, F (3, 8) = 33.38, *p* < 0.001, η^2^ = 0.926). **(D)** Representative neuron images labeled with anti–β-tubulin antibody and processed with Imaris. **(E)** The significant decrease in neurite branch levels induced by AM (*n* = 3, one-way ANOVA, F (3, 8) = 5.491, *p* = 0.024, η^2^ = 0.673) was not affected by Allo treatment. **(F)** Relative to AM-Veh group, AM-Allo treatment significantly increased GAP43 protein levels (*n* = 3–4, one-way ANOVA, F (3, 11) = 5.763, *p* = 0.013, η^2^ = 0.611). All bar graphs are presented as mean ± 95% CI with individual data points. Statistical significance was calculated using one-way ANOVA, followed by Holm-Sidak multiple comparisons specifically between three selected groups: AM versus Control, AM-Veh versus AM, AM-Allo versus AM-Veh.

#### 2.2.2 Bicuculline and nifedipine treatment

Neurons were cultured in AM medium at day 10 for 4h, then pre-treated with 10 μM bicuculline (GABA_A_ receptor antagonist, Sigma-Aldrich, St. Louis, United States, 14343) in AM medium for 1h, followed by co-incubation of 100 nM Allo and bicuculline in AM medium for 16h. Sixteen-hour nifedipine (Ca^2+^ channel blocker, Sigma-Aldrich, N7634) (28) treatment triggered neuronal cell death in AM medium. Therefore, neurons were cultured in AM medium for 4h, then co-treated with 100 nM Allo and 10 μM nifedipine for 3h.

Astrocytes were cultured in AM medium for 24h, then pre-treated with 10 μM bicuculline or 10 μM nifedipine in AM medium for 1h, followed by co-incubation of 100 nM Allo and either bicuculline or nifedipine in AM medium for 24h.

### 2.3 Seahorse XF-96 Cell Mito Stress Test

Cellular respiratory capacity was determined by XF96e metabolic flux analyzer as previously described (44–46). Hippocampal primary neurons and astrocytes were seeded on poly-D-lysine–coated Seahorse XF96 well plates at a density of 25,000 cells per well and cultured and treated as described above. On the day of assay, cell culture media was changed to unbuffered DMEM medium (pH 7.4, Sigma-Aldrich, D5030) supplemented with 25 mM glucose, 1 mM sodium pyruvate, 31 mM NaCl, and 2 mM glutamine (Gibco, 25030081). Cells were then incubated at 37°C in a non‐CO_2_ incubator for 1h. Oxygen consumption rate (OCR) was used as an indicator of mitochondrial oxidative phosphorylation. Mitochondrial basal respiration, spare and maximal respiratory capacity were determined by sequential acute injection of mitochondrial electron transport chain inhibitors and un-couplers: oligomycin (4 μM, MP Biomedicals, 02151786), FCCP (1 μM, carbonyl cyanide4(trifluoromethoxy)-phenylhydrazone) (TOCRIS Bioscience, 0453), rotenone (1 μM, MP Biomedicals, 02150154), and antimycin (1 μM, Sigma-Aldrich, A-8674). OCR results were normalized to protein concentrations.

### 2.4 Cellular ROS measurement

For neurons, 5 μM CellROX Green Reagent (Invitrogen, C10444) and 10 μg/ml Hoechst-33342 (nuclear counter staining) were added to cell medium. Cells were then incubated for 30 min at 37°C in a humidified 5% CO_2_ incubator, followed by washing 3 times with pre-warmed PBS. The fluorescence intensity was measured using Cytation 5 (BioTek) at 520 nM for CellROX and 461 nm for Hoechst-33342. The individual ROS level was calculated by normalizing CellROX intensity (ROS level) to corresponding Hoechst-33342 intensity (overall cell density).

Astrocytes were incubated with 5 μM CellROX Green Reagent (Invitrogen, C10444) for 30 min at 37°C in a humidified 5% CO_2_ incubator. After three washes with pre-warmed PBS, astrocytes were trypsinized then pelleted by centrifuging and resuspended in 150 μl of PBS with 4′,6-diamidino-2-phenylindole (DAPI). Fluorescence signal was detected by MACSQuant Analyzer Flow Cytometry (Mitenyi Biotec) and analyzed with FlowLogic software.

### 2.5 Immunohistochemistry

Cells were fixed with 4% paraformaldehyde for 15 min and blocked in blocking buffer (5% normal goat serum + 0.3% Triton X-100 in PBS) for 60 min at room temperature. The following primary antibodies were then applied for overnight at 4°C: mouse anti-MAP2 (1:1000, Sigma-Aldrich, M4403), rabbit anti-TOM20 (1:250, Abcam, ab186734), mouse anti-GFAP (1:1000, Chemicon, MAB360), and mouse anti-beta tubulin (1:300, Millipore, MAB1637). Cells were then incubated with Alexa Fluor 488 or 555 goat anti-mouse or anti-rabbit secondary antibodies for 60 min at room temperature. Nuclei were stained with DAPI. Images were captured with Zeiss LSM 880 Airyscan Confocal Microscope or Axiovert 200 M Marianas Digital Fluorescence Microscopy Workstation (Intelligent Imaging Innovations, Denver, CO).

Neurite quantification was conducted using the filament function of Imaris 9.5 software. All analyses were performed with the experimenter blinded to the condition. Fifteen to 20 images were randomly obtained per group and processed with Imaris. The mean neurite count, length, and branch level were calculated per group. The whole procedure was repeated three times, and the mean values from these three independent experiments were plotted and used for statistical analysis.

### 2.6 Mitochondrial morphological subtype analysis

Quantification of mitochondrial morphological subtypes was performed using MitoMorph software (47, 48). Mitochondria were labeled using anti-TOM20 antibody (section 2.5), and individual mitochondria were categorized according to area, morphology, and length into six distinct types: small globules, swollen globules, straight tubules, twisted tubules, branched tubules, and loops. The proportion of fused mitochondria (fusion products) was calculated as the sum of straight tubule, twisting tubule, loop, and branch tubule mitochondrial populations. The numbers of small globules and swollen globules were combined and classified as segregated mitochondria (fission product).

### 2.7 Western blotting

Cells were lysed in M-PER Mammalian Protein Extraction Reagent (Thermo Fisher Scientific, 78501) with 1% Pierce Protease and Phosphatase inhibitor (Thermo Fisher Scientific, A32961). Protein concentrations were then determined by using Protein Assay Dye Reagent (Bio-Rad). Equal amounts of protein (10 μg) were loaded in each well of 12% SDS-PAGE gels (Bio-Rad Laboratories), electrophoresed with a tris/glycine running buffer, and transferred to a polyvinylidine difluoride membrane (0.45 µm PVDF). The following primary antibodies were incubated overnight: rabbit anti-GAP43 (1:1000, Abcam, ab16053), rabbit anti-pERK42/44 (1:1000, Cell Signaling, 4370s), rabbit anti-ERK42/44 (1:1000, Cell Signaling, 4695s), rabbit anti–c-Fos (1:1000, Cell Signaling, 2250), rabbit anti–c-Jun (1:1000, Cell Signaling, 9165), mouse total OXPHOS antibody cocktail (1:1000, Abcam, 110413), rabbit anti-DRP1 (1:1000, Cell Signaling, 8570s), rabbit anti-OPA1 (1:1000, Cell Signaling, 80471s), and mouse anti-Actin (1:10000, Millipore, MAB 1501). HRP-conjugated anti-rabbit or anti-mouse secondary antibody (1:5000, Vector Laboratories, Burlingame, CA) were then applied. The signal was visualized by Pierce SuperSignal Chemiluminescent Substrates or SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific, IL, Waltham, MA) and captured by ChemiDoc MP Imaging System (BioRad, Hercules, CA). All band intensities were quantified using Image Lab 6.0.1 (Bio-Rad, Hercules, CA) and normalized to corresponding actin intensity. Relative fold change was calculated in comparison to the AM group.

### 2.8 Mitochondrial DNA copy number measurement

Total DNA was isolated from cells with QIAamp DNA mini kit (Qiagen, Valencia, CA) and analyzed by quantitative PCR. Relative mtDNA/nDNA ratio was calculated as the relative fold change of mt-CO2 (mtDNA) content to β-Globin (nDNA) content. Primers were as follows: mt-CO2 forward: 5′- AAACCAGGTGAACTTCGTCTAT-3′; mt-CO2 reverse: 5′- GGACGTCTTCGGATGAGATTAG -3′; β-Globin forward: 5′- GCTTTCCTGCTCAAATTCCTATC -3′; and β-Globin reverse: 5′- AACACTCCACAGGGCATATC -3′.

### 2.9 Mitochondrial complex IV activity measurement

Mitochondrial complex IV activity was measured by Complex IV Rodent Enzyme Activity Microplate Assay Kit (Abcam, ab109911) following the manufacturer’s instructions. Mitochondrial proteins were extracted from sample homogenates with the concentration of 5.5 mg/ml. Sample (50 μg/200 μl) was added to each well and incubated for 3h at room temperature. The reduced Cytochrome C reagent was then added and the OD550 was measured by Cytation 5 Cell Imaging Reader (BioTek) at 1-min intervals for 2h at 30°C. The initial rate of oxidation of Cytochrome C was calculated within the linear range.

### 2.10 Mitochondrial membrane potential assessment

Mitochondrial membrane potential was assessed by MITO-ID Membrane Potential Detection Kit (Enzo, ENZ-51018-0025) following the manufacturer’s instructions. Cells were washed with 1X assay buffer, then incubated with MITO-ID MP Detection Reagent for 15 min at room temperature. The MMP ratio was detected by Cytation 5 (BioTek). Fluorescence signals were collected at 530/20 nm with 485/20 nm excitation (green) and 570/10 nm with 540/10 nm excitation (orange). The intensity ratio of orange/green was then calculated.

### 2.11 ATP determination

Cellular ATP levels were measured by ATP determination kit (Molecular Probes, A22066) following the manufacturer’s instructions. Luminescence was measured by Cytation 5 (BioTek).

### 2.12 RNA isolation

Cells were lysed in TRIzol® Reagent, followed by chloroform extraction at a volume ratio of 1:5 to that of the TRIzol® Reagent. Ethanol was then used to precipitate nucleic acids from the aqueous phase. RNA was further purified using PureLink™ RNA Mini Kit (Invitrogen, 12183018A) following manufacturer’s instructions. Purelink™ DNase (Invitrogen, 12185010) was used to eliminate DNA contamination. Purified RNA was eluted in RNase-free diH_2_O. RNA concentration and quality were checked by NanoDrop™ One (Thermo Fisher Scientific).

### 2.13 Real-time quantitative PCR

Purified RNA was then reverse transcribed to cDNA using SuperScript VILO Master MIX (Invitrogen, 11755). cDNA (20 ng) was used for rt-PCR with TaqMan Universal PCR Master Mix (Applied Biosystems, 4304437). The following TaqMan primers were used: *Nrf1* (Rn01455958), *Tfam* (Rn00580051), *Ppargc1a* (Rn00580241), and *Actin* (Rn00667869). Target cDNA was amplified and detected using Applied Biosystems QuantStudio 6 Flex system (Thermo Fisher Scientific). Relative gene expression level (fold change) to reference group was calculated by the comparative Ct method.

### 2.14 Gene expression analysis

RNA-seq was conducted at Vanderbilt Technologies for Advanced Genomics (VANTAGE). Only RNA samples with an acceptable RNA quality indicator score (RQI > 7) were used for sequencing. mRNA enrichment and cDNA library preparation were done using a stranded mRNA (poly(A)–selected) sample preparation kit. Sequencing was performed at 150 bp paired-end on NovaSeq6000, targeting 30 million reads per sample. Transcripts were mapped to the rat genome (ensemble release 95) using Salmon 0.14. Tximport V1.6.0 (49) was used to generate a counts table, and DESeq2 V1.18.1 (50) was used to calculate normalized read counts for each gene and/or transcript and to perform expression analysis. Variance stabilizing transformation normalized expression was used for visualization.

### 2.15 Ingenuity pathway analysis

RNA-seq data were processed by the core analysis function of IPA using a *p*-value cutoff of 0.05. The canonical pathways were identified based on enrichment of qualified genes. The upstream regulator analysis predicted activation or inhibition of regulatory molecules based on expression of respective downstream genes and networks compiled from literature and IPA’s Ingenuity knowledge base.

### 2.16 Statistics

Statistical significance was calculated using one-way analysis of variance (ANOVA), followed by Holm-Sidak multiple comparisons specifically between three selected groups: AM versus Control, AM-Veh versus AM, and AM-Allo versus AM-Veh. To assess the effect of pathway inhibitors, a two-way ANOVA was utilized, followed by Holm-Sidak multiple comparisons. Statistical significance and effect size (fold change) for RNA-seq data were calculated by DESeq2 V1.18.1. Comparisons with a *p*-value smaller than 0.05 were considered statistically significant.

### 2.17 Data availability statement

The gene expression data are available through the Gene Expression Omnibus (GEO) repository (GSE229627, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229627).

## 3 Results

### 3.1 Allo promotes neuronal morphological complexity and synaptic plasticity pathways

Morphological complexity of neurons has long been a correlate of information processing and storage capacity (51). Thus, the impact of Allo on morphological indicators of neuronal plasticity was assessed in hippocampal neurons (**Figure 1A**). Relative to control neurons, neurite outgrowth was significantly inhibited in the neurons treated with AM medium (**Figures 1B–E**). The morphological phenotype of AM neurons was characterized by decreased neurite count (*p* < 0.001 vs. Control), neurite length (*p* < 0.001 vs. Control), and neurite branch level (*p* = 0.018 vs. Control). Allo (16h treatment) significantly increased neurite count (*p* = 0.046 vs. AM-Veh) and neurite length (*p* = 0.002 vs. AM-Veh), without affecting neurite branch level. Consistent with the morphological impact, protein level of GAP43 (Growth Associated Protein 43, a marker of synaptic growth) was significantly increased in Allo-treated neurons (**Figure 1F**, *p* = 0.028 vs. AM-Veh). No differences in neurite growth were observed between AM and AM-Veh groups, confirming the specificity of the Allo effect.

To investigate the impact of Allo on transcriptional pathways relevant to neuroplasticity and to identify mechanistic pathways, unbiased exploratory transcriptomic analysis was conducted in Veh and Allo-treated (16h treatment) hippocampal neurons in parallel to morphological analyses. 

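RNA was sequenced from hippocampal neurons of embryonic day 18 rats on day 10 in culture. The neurons had been in AM medium, the supplement-reduced medium that serves as the aging model, for 4 h before 16 h with vehicle (AM-Veh, 0.001% ethanol) or with 100 nM Allo (AM-Allo). Each group had 4 libraries, numbered 1-1, 1-2, 2-1 and 2-2. The values used are the counts per gene that the authors estimated with Salmon and tximport, normalized with DESeq2 and listed by gene symbol. Judged from the step between the lowest values of each library, AM-Veh libraries had about 19700000 to 24800000 reads on genes (median 21800000) and AM-Allo libraries about 19900000 to 24100000 (median 22700000). Of the genes listed, 15314 had a mean normalized count of at least 10 and were tested with limma on log2 values after adding 1. At an unadjusted p under 0.05, 872 genes differed between AM-Allo and AM-Veh, 492 higher and 380 lower. After Benjamini-Hochberg adjustment over all genes tested, 4 genes differed. Plcxd2 was higher in AM-Allo (log2 fold change 0.75), and Dusp4 (−0.68), Rgs4 (−0.83) and Hivep2 (−0.35) were lower, each with no overlap between the groups. With the first part of the replicate number as a block, 1684 genes had an unadjusted p under 0.05, 857 of the 872 among them, and 104 an adjusted p under 0.05, all 4 among them. The authors' variance-stabilized (VST) values gave the largest counts, 2204 genes unadjusted and 158 adjusted without a block. The adjusted count also rested on single libraries. It was 0 by limma without AM-Veh 1-1, 1-2 or 2-1 (966, 797 and 678 genes unadjusted), 1 without AM-Veh 2-2, AM-Allo 1-1 or AM-Allo 2-1, and 2 without AM-Allo 1-2.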

As shown in **Table 1**, transcriptomic analysis revealed that Allo significantly upregulated gene expression associated with synaptogenesis and synaptic long-term potentiation, which is consistent with neuroplasticity. 

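Table 1 lists 41 genes under synaptogenesis, and 32 of them were higher in AM-Allo than in AM-Veh, with a median log2 fold change of 0.11. The median of these genes, each relative to its AM-Veh mean, was higher in all 4 AM-Allo libraries than in any AM-Veh library. At an unadjusted p under 0.05, 26 of the 41 differed, 21 higher and 5 lower. The number at an adjusted p under 0.05 was 19 adjusted over the list alone and 0 adjusted over all genes tested by limma. With the block by first number these counts were 39 unadjusted, 39 over the list and 5 over all genes. The genes were chosen by the study on these libraries, so the counts over a list are not independent evidence. Tested as a set with camera, limma's test against all other genes with a preset correlation of 0.01 between genes, the list rose with an adjusted p of 8.21e-11. Fry, a rotation test of the list on its own that keeps the correlation between genes, made no call (adjusted p of 0.0803). Camera's call did not hold with the correlation estimated from the data, the alternative that moved it most (adjusted p of 0.0982). The largest rise was that of Pik3cd, at 173 ± 16.4 (SD, n = 4) in AM-Veh and 233 ± 41.2 (SD, n = 4) in AM-Allo (log2 fold change 0.42, adjusted p = 0.650). The largest falls were those of Grm4 (log2 fold change −0.36), whose unadjusted p of 0.177 became 0.00821 without AM-Veh 2-1, and Bdnf (log2 fold change −0.28), which was lower in all 4 AM-Allo libraries than in any AM-Veh library. Of the 20 genes listed under long-term potentiation, 16 were higher in AM-Allo (median log2 fold change 0.14), 13 had an unadjusted p under 0.05, 9 an adjusted p under 0.05 adjusted over the list alone and 0 over all genes tested, and with the block these counts were 19, 19 and 0. The adjusted p of this list was 3.79e-08 by camera, 0.0563 by fry and 0.0704 with the estimated correlation. With the block, fry gave 0.0429 for long-term potentiation and 0.0586 for synaptogenesis. Rps6ka1 was among the genes that rose (log2 fold change 0.36). The 4 genes of this list that fell were Grm4, Rasd2 (log2 fold change −0.27), Ppp1r1a (−0.12) and Rap1b (−0.073). The unadjusted p of Rasd2 was 0.0189, and 0.0610 without AM-Veh 2-1, 0.0553 without AM-Allo 1-1 and 0.0565 without AM-Allo 1-2. Ppp1r1a and Rap1b had unadjusted p-values of 0.103 and 0.227, and of 0.0187 and 0.0215 with the block. Without AM-Veh 2-2, that of Ppp1r1a was 0.00263.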

Mechanistically, Ca^2+^ and CREB (cAMP-responsive element-binding protein) signaling were identified as the top pathways activated by Allo (**Table 1**), which replicated our previous findings (28). 

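Of the 23 genes listed under calcium signaling, 17 were higher in AM-Allo and 6 lower, with a median log2 fold change of 0.11. At an unadjusted p under 0.05, 14 differed, and at an adjusted p under 0.05, 11 differed adjusted over the list alone and 0 over all genes tested by limma. With the block by first number, the counts were 23, 23 and 3. Camera gave an adjusted p of 1.86e-05, fry 0.185 (0.0741 with the block) and the estimated correlation 0.185. After Camk2a, Cacna2d3 rose most, at 702 ± 55.9 (SD, n = 4) in AM-Veh and 851 ± 120.1 (SD, n = 4) in AM-Allo (log2 fold change 0.27). Its unadjusted p of 0.0195 was 0.0583 without AM-Veh 2-2, 0.0606 without AM-Allo 2-1 and 0.0593 without AM-Allo 2-2. Hdac9 fell most, at 608 ± 45.5 (SD, n = 4) in AM-Veh and 444 ± 41.4 (SD, n = 4) in AM-Allo (log2 fold change −0.45, adjusted p = 0.195, and 0.00905 with the block), followed by Rcan2 (log2 fold change −0.29, adjusted p = 0.442, and 0.00729 with the block). Of the 50 genes under CREB signaling, 35 were higher and 15 lower (median log2 fold change 0.12). The counts were 29 unadjusted, 24 adjusted over the list alone and 0 over all genes tested, and with the block 49, 49 and 6. The adjusted p of this list was 2.08e-08 by camera, 0.0563 by fry (0.0426 with the block) and 0.0982 with the estimated correlation. As for the other lists of Table 1, the median relative to AM-Veh was higher in all 4 AM-Allo libraries than in any AM-Veh library. The 2 largest rises were in receptors with low counts. Gpr139 was at 15.9 ± 4.63 (SD, n = 4) in AM-Veh and 39.9 ± 10.6 (SD, n = 4) in AM-Allo (log2 fold change 1.29, adjusted p = 0.353, and 0.0233 with the block), and Htr1a at 13.4 ± 2.53 (SD, n = 4) in AM-Veh and 27.4 ± 3.06 (SD, n = 4) in AM-Allo (log2 fold change 0.99, adjusted p = 0.353). The largest falls were those of Gnb3 (log2 fold change −0.47) and Bdkrb2 (−0.41). In AM-Veh the glial marker Gfap was at 94233 and the neuronal marker Map2 at 24729 normalized counts. The paper obtained these pathways from genes at an unadjusted p under 0.05 with Ingenuity Pathway Analysis. It states that calcium and CREB signaling were the top pathways that Allo activated, and that this replicated earlier findings of the authors. The 4 lists of Table 1 share members and hold 89 genes in all.

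**Figure D1:**
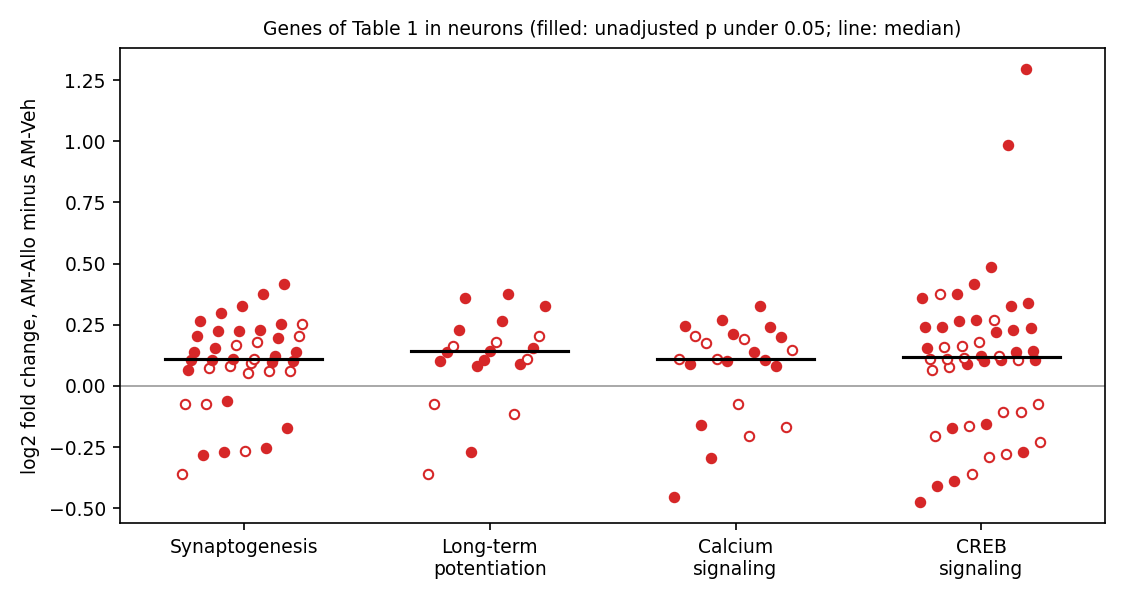
log2 fold change (AM-Allo minus AM-Veh, vertical axis) of each gene in the 4 lists of Table 1 (horizontal axis), from 4 libraries per group. Each point is a gene, filled where its unadjusted p is under 0.05, and the line is the median, at 0.11, 0.14, 0.11 and 0.12 from left to right.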

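Counts of genes for kinases of the MAPK and CaMKII families and for the transcription factor ELK1 were read from the same 8 neuron libraries. On the GRCr8 assembly, Mapk3 lies on chromosome 1 from 190797189 to 190803411, Elk1 on chromosome X from 3692367 to 3709252, Camk2a on chromosome 18 from 56648779 to 56711505 and Camk2g on chromosome 15 from 3553238 to 3612310. Normalized counts are given as means of the libraries of a group. Mapk3 was at 2123 ± 24.2 (SD, n = 4) in AM-Veh and 2339 ± 77.5 (SD, n = 4) in AM-Allo, a ratio of 1.102 (log2 fold change 0.14, standard error 0.033, adjusted p = 0.444). Elk1 was at 786 ± 35.4 (SD, n = 4) in AM-Veh and 929 ± 63.2 (SD, n = 4) in AM-Allo, a ratio of 1.182 (log2 fold change 0.24, standard error 0.056, adjusted p = 0.442). Camk2a was at 1047 ± 105 (SD, n = 4) in AM-Veh and 1314 ± 153 (SD, n = 4) in AM-Allo, a ratio of 1.254 (log2 fold change 0.33, standard error 0.092, adjusted p = 0.609). Camk2g was at 2216 ± 95.2 (SD, n = 4) in AM-Veh and 2376 ± 109 (SD, n = 4) in AM-Allo, a ratio of 1.072 (log2 fold change 0.10, standard error 0.044, adjusted p = 0.851). The unadjusted p-values from limma, in the same order, were 0.00169, 0.00156, 0.00497 and 0.0439, and with the block by first number 0.000446, 0.000441, 0.000840 and 0.00689. For Mapk3, Elk1 and Camk2a every AM-Allo library was above every AM-Veh library, which gives 0.0286 in a two-sided exact permutation test, the smallest p that 4 libraries against 4 allow. The exact permutation p was 0.0571 for Camk2g. This test exchanges libraries across first numbers, between which they differ widely. Exchanges within first numbers alone allow no p as small as 0.0286 and were not run. With each library left out in turn, Mapk3, Elk1 and Camk2a kept an unadjusted p under 0.05. That of Camk2g was 0.0504 without AM-Veh 1-2, 0.136 without AM-Veh 2-1, 0.0569 without AM-Veh 2-2, 0.0915 without AM-Allo 1-1 and 0.129 without AM-Allo 1-2, and it was 0.0708 after quantile normalization and 0.0800 without limma's trend of variance with expression. The AM-Veh counts of Mapk3 lay close together, apart from a lower one in AM-Veh 2-1. The study picked these genes from these libraries.

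**Figure D2:**
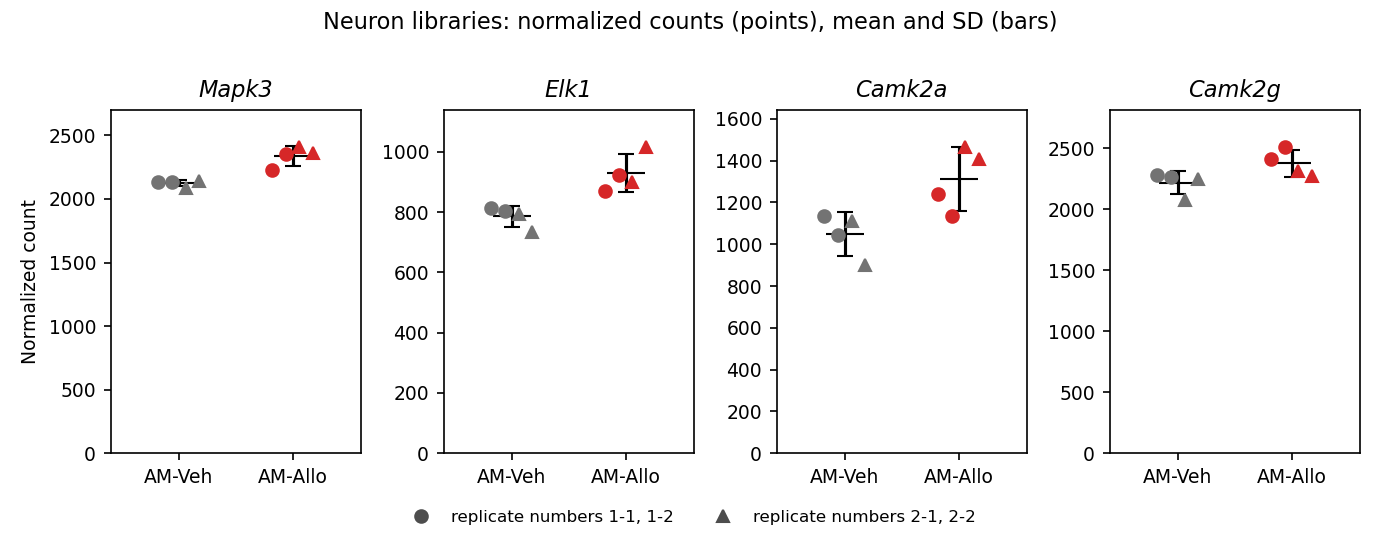
Normalized counts (vertical axes, from 0) of Mapk3, Elk1, Camk2a and Camk2g in AM-Veh and AM-Allo neuron libraries (horizontal axes). Points are libraries, with circles for replicates 1-1 and 1-2 and triangles for 2-1 and 2-2, and bars are the mean and SD of 4 libraries. The groups overlap for Camk2g and not for the other genes.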

Transcriptomic profiling indicated significant increases in the gene expression of key activators of Ca^2+^-CREB signaling, including *Mapk1* (Mitogen-activated protein kinase 1, ERK2, **Figure 2A**, *p* = 0.008, fold change = 1.074), *Mapk3* (Mitogen-activated protein kinase 3, ERK1, **Figure 2B**, *p* < 0.001, fold change = 1.101), *Elk1* (ETS transcription factor ELK1, **Figure 2C**, *p* < 0.001, fold change = 1.181), *Camk2a* (Calcium/Calmodulin dependent protein kinase II Alpha, **Figure 2D**, *p* = 0.006, fold change = 1.250), and *Camk2g* (Calcium/Calmodulin dependent protein kinase II gamma, **Figure 2E**, *p* = 0.016, fold change = 1.072). Consistent with transcriptional analyses, Allo (16h treatment) significantly increased protein levels of pERK1/2 (**Figure 2F**, *p* = 0.029 vs. AM-Veh) and induced a trend toward increased ERK1/2 protein levels (*p* = 0.077 vs. AM-Veh). Further, protein level of c-Jun, another effector of Ca^2+^ signaling, was also significantly increased by Allo treatment (16h treatment, **Figure 2G**, *p* = 0.017 vs. AM-Veh).

**Table 1:** Allo-activated neuroplasticity and calcium signaling pathways.

Pathway	*Z*-score	*P*-value	Significantly changed genes (Red indicates upregulation, green indicates downregulaton)
Synaptogenesis pathway	4.111	1.57E-12	*Adcy1, Adcy5, Afdn, Arhgef7, Bdnf, Cadm1, Camk2a, Camk2g, Cdh20, Clasp2, Cntnap1, Efnb3, Epha4, Fyn, Grin3a, Grm1, Grm3, Grm4, Grm5, Lrp1, Lrp8, Mapk1, Mapk3, Mapt, Nrxn1, Nrxn2, Pik3cd, Pik3r1, Prkacb, Rap1b, Rasd2, Reln, Rhoa, Shc3, Snca, Stx1b, Syn2, Syn3, Syt4, Syt7, Syt13*
Synaptic long-term potentiation	2.982	6.54E-08	*Adcy1, Camk2a, Camk2g, Grin3a, Grm1, Grm3, Grm4, Grm5, Itpr2, Mapk1, Mapk3, Plch2, Ppp1r1a, Ppp3ca, Prkacb, Prkcg, Prkcz, Rap1b, Rasd2, Rps6ka1*
Ca2+ signaling	3.441	5.90E-06	*Atp2b3, Cacna1e, Cacna2d3, Camk1d, Camk2a, Camk2g, Camkk1, Chrna7, Grin3a, Hdac9, Itpr2, Mapk1, Mapk3, Mef2c, Myh11, Myl9, Ppp3ca, Prkacb, Rap1b, Rcan2, Ryr2, Ryr3, Slc8a2*
CREB signaling	3.202	7.31E-08	*Adcy1, Adcy5, Adgrg6, Adgrl1, Adgrv1, Bdkrb2, Bmp6, Cacna1e, Cacna2d3, Camk2a, Camk2g, Cnr1, Elk1, F2r, Fgfr3, Fzd7, Gnao1, Gnb3, Gng2, Gng3, Gng4, Gng5, Gpr17, Gpr62, Gpr85, Gpr139, Gpr155, Grm1, Grm3, Grm4, Grm5, Hrh3, Htr1a, Itpr2, Mapk1, Mapk3, Ntsr1, Pik3cd, Pik3r1, Plch2, Prkacb, Prkcg, Prkcz, Rap1b, Rasd2, Rps6ka1, S1pr3, Shc3, Tgfb2, Tgfbr3*

**Figure 2:**
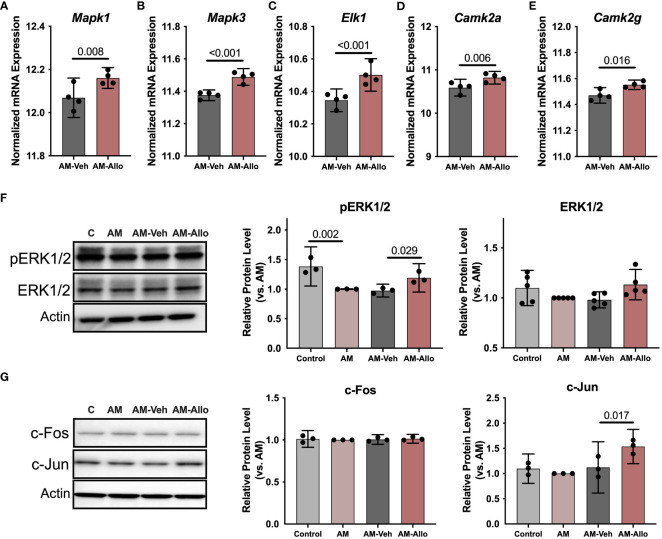
Allo activated Ca^2+^ signaling cascades associated with neuroplasticity in hippocampal neurons. Allo induced significant increases in gene expression levels of *Mapk1* **(A)**, *Mapk3* **(B)**, *Elk1* **(C)**, *Camk2a* **(D)** and *Camk2g* **(E)** (*n* = 4). **(F)** Allo treatment significantly restored protein levels of pERK1/2 (*n* = 3, one-way analysis of variance (ANOVA), F (3, 8) = 14.95, *p* = 0.001, η^2^ = 0.849) and induced a trend toward increased ERK1/2 protein levels (*n* = 5, one-way ANOVA, F (3, 16) = 2.847, *p* = 0.071, η^2^ = 0.348). **(G)** Protein levels of c-Jun were significantly increased by Allo treatment (*n* = 3, one-way ANOVA, F (3, 8) = 9.113, *p* = 0.006, η^2^ = 0.774). All bar graphs are presented as mean ± 95% CI with individual data points. Statistical significance for RNA-seq data was calculated by DESeq2 V1.18.1. Other data were analyzed using one-way ANOVA, followed by Holm-Sidak multiple comparisons specifically between three selected groups: AM versus Control, AM-Veh versus AM, AM-Allo versus AM-Veh.

Collectively, these data indicate that Allo-induced neuroplasticity was associated with activation of the Ca^2+^/CREB signaling pathway.

### 3.2 Allo promotes neuronal mitochondrial function

Our previous *in-vivo* analyses indicated that Allo promoted brain mitochondrial respiration (10). Herein, we investigated the cellular contribution of the Allo-induced increase in mitochondrial respiration from neurons. Neuronal mitochondrial maximal respiration (**Figures 3A, B**, *p* = 0.041 vs. Control) was reduced in the AM group. In contrast, Allo treatment (16h treatment) significantly increased mitochondrial maximal respiration (**Figures 3A, B**, *p* = 0.046 vs. AM-Veh). Furthermore, Allo treatment reversed the AM-induced decrease in Complex IV (COX) activity (**Figure 3C**, *p* = 0.023 vs. AM-Veh). A significant increase in the ratio of high membrane potential mitochondria was also observed in Allo-treated group compared to Veh-treated group (**Figure 3D**, *p* = 0.002 vs. AM-Veh), indicative of improved mitochondrial efficiency. Furthermore, Allo (16h treatment) significantly decreased ROS levels (*p* = 0.009 vs. AM-Veh) relative to the rise in cellular oxidative status observed in the AM group (**Figure 3E**, *p* = 0.001 vs. Control). Consistent with the transcriptomic profiles, inhibiting the GABA_A_ receptor with bicuculline (**Figure 3F**, *p* = 0.048 vs. Allo) or inhibiting the L-type Ca^2+^ channel with nifedipine (**Figure 3G**, *p* = 0.005 vs. Allo) significantly blocked this Allo-induced increase of mitochondrial maximal respiration.

**Figure 3:**
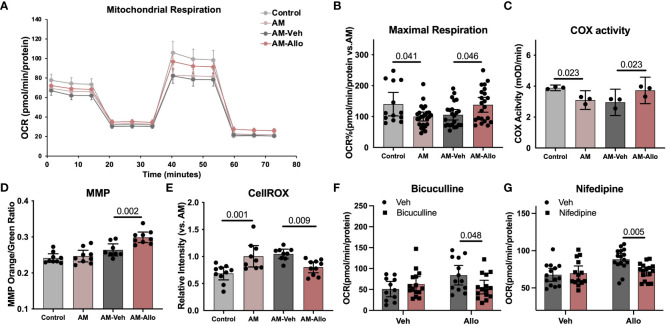
Allo restored mitochondrial respiration and oxidative phosphorylation via GABA_A_ and L-type calcium channel activation while preventing free radical generation in hippocampal neurons. **(A)** Representative mitochondrial stress test results using the Seahorse XF96 Extracellular Flux Analyzer (mean ± S.E.M.). **(B)** Allo treatment restored AM-induced decrease in maximal mitochondrial respiration. (*n* = 13–25 wells per group, one-way analysis of variance (ANOVA), F (3, 79) = 4.096, *p* = 0.009, η^2^ = 0.135). **(C)** AM-impaired COX activity was restored by Allo treatment (*n* = 3, one-way ANOVA, F (3, 8) = 8.386, *p* = 0.008, η^2^ = 0.759). **(D)** Allo treatment significantly increased the ratio of mitochondria with high MMP (*n* = 8–9, one-way ANOVA, F (3, 31) = 16.78, *p* < 0.001, η^2^ = 0.619). **(E)** Allo treatment significantly reversed AM-induced increase in CellROX levels (*n* = 9–10, one-way ANOVA, F (3, 34) = 8.973, *p* < 0.001, η^2^ = 0.442). **(F)** Bicuculline blocked the effect of Allo on promoting mitochondrial maximal respiration (*n* = 11–15 wells per group, two-way ANOVA, interaction: F (1, 50) = 5.213, *p* = 0.027, 9.003% of total variation; Allo: F (1, 50) = 2.198, *p* = 0.145, 3.795% of total variation; bicuculline: F (1, 50) = 0.8641, *p* = 0.357, 1.492% of total variation). **(G)** Nifedipine blocked the effect of Allo on promoting mitochondrial maximal respiration (*n* = 14–16 wells per group, two-way ANOVA, interaction: F (1, 56) = 5.924, *p* = 0.018, 7.808% of total variation; Allo: F (1, 56) = 9.577, *p* = 0.003, 12.62% of total variation; nifedipine: F (1, 56) = 3.704, *p* = 0.059, 4.882% of total variation). All bar graphs are presented as mean ± 95% CI with individual data points. Statistical significance was calculated using one-way ANOVA, followed by Holm-Sidak multiple comparisons specifically between three selected groups: AM versus Control, AM-Veh versus AM, and AM-Allo versus AM-Veh. The inhibitor’s effect was analyzed by two-way ANOVA, followed by Holm-Sidak multiple comparisons.

Collectively, the data indicate that Allo significantly increased neuronal mitochondrial respiration and oxidative phosphorylation while preventing free radical generation via GABA_A_ and L-type Ca^2+^ channel-dependent Ca^2+^ signaling activation in hippocampal neurons.

### 3.3 In hippocampal neurons, Allo does not affect mitochondrial biogenesis

Improved mitochondrial function could be coupled with mitochondrial biogenesis and dynamic restructuring (52). To assess whether the observed Allo-induced rise in neuronal mitochondrial function (section 3.2 above) required mitochondrial biogenesis or dynamics, Allo regulation of mitochondrial DNA copy number, complex protein levels, and mitochondrial subtype distribution was determined (16h treatment). In hippocampal neurons, Allo did not impact mitochondrial DNA copy number (**Figure 4A**). Consistent with this outcome, mitochondrial complex IV (COX) protein levels remained unchanged by Allo treatment (**Figure 4B**). AM significantly reduced mitochondrial fission/fusion ratio (**Figures 4C, D**, *p* = 0.031 vs. Control), without changing the protein expression ratio of DRP1 (Dynamin-1-like protein, an essential protein for mitochondrial fission) to OPA1 (OPA1 mitochondrial dynamin like GTPase, an essential protein for mitochondrial fusion) (**Figure 4E**). Allo did not affect the overall mitochondrial fission/fusion ratio (**Figures 4C, D**) nor the balance between DRP1 and OPA1 (**Figure 4E**). Together, Allo-induced improvement of mitochondrial function was not mediated via the direct regulation of mitochondrial biogenesis or dynamics but rather through promoting COX activity and increasing the ratio of high membrane potential mitochondria that promote mitochondrial efficiency (section 3.2 above).

**Figure 4:**
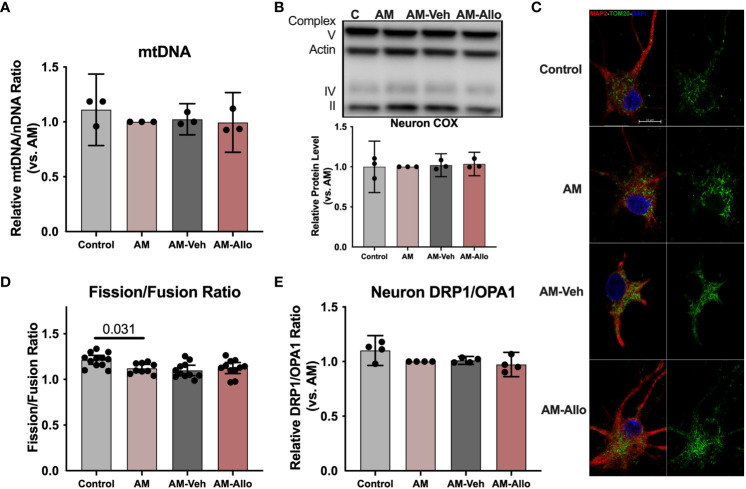
In hippocampal neurons, Allo does not affect mitochondrial biogenesis or dynamics. **(A)** Mitochondrial DNA copy number remained unchanged following Allo treatment (*n* = 3). **(B)** Mitochondrial complex IV protein levels were not changed by Allo treatment (*n* = 3). **(C)** Representative neuron images labeled using anti-MAP2 and anti-TOM20 antibodies and DAPI. **(D)** The overall mitochondrial fission/fusion ratio was significantly reduced in the AM group (Mitochondria were labeled using the anti-TOM20 antibody, *n* = 9–12, one-way ANOVA, F (3, 39) = 4.848, *p* = 0.006, η^2^ = 0.272) and was not reversed by Allo treatment. **(E)** The DRP1/OPA1 protein ratio (*n* = 4) was not affected by Allo treatment. All bar graphs are presented as mean ± 95% CI with individual data points. Statistical significance was calculated using one-way ANOVA, followed by Holm-Sidak multiple comparisons specifically between three selected groups: AM versus Control, AM-Veh versus AM, and AM-Allo versus AM-Veh.

### 3.4 Allo decreased oxidative stress, inhibited apoptosis, and decreased pro-inflammation activation in astrocytes

Astrocyte-related neuroinflammation and oxidative stress are observed in and can contribute to Alzheimer’s disease (AD) pathology (53, 54). Therefore, the effect of Allo (24h treatment, **Figure 5A**) on astrocytic oxidative stress status and inflammatory activation was investigated. As shown in **Figure 5B**, AM induced an increase in cellular ROS levels (*p* < 0.001 vs. Control). Allo significantly decreased ROS levels (*p* = 0.020 vs. AM-Veh), which was accompanied by restored cellular ATP levels (**Figure 5C**, *p* = 0.002 vs. AM-Veh). These results indicated that Allo relieved astrocytic oxidative stress and promoted ATP generation. 

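RNA of hippocampal astrocytes from embryonic day 18 rats was sequenced after 24 h in AM medium and 24 h with vehicle (AM-Veh) or 100 nM Allo (AM-Allo), with 3 libraries per group. The values are normalized counts made by the authors in the same way as for neurons, in a table of their own, and were tested separately from the neurons. AM-Veh libraries had about 22300000 to 24100000 reads on genes (median 22600000) and AM-Allo libraries about 22300000 to 28600000 (median 24100000). By the same minimum, 15380 genes were tested. At an unadjusted p under 0.05, 1078 genes differed, 572 higher and 506 lower in AM-Allo. Upper-quartile scaling of the libraries moved the direction of the calls most, to 38.9% higher of 1094 from 53.1%. After adjustment over all genes tested 1 gene differed, Gatd1, at 4.58 ± 0.770 (SD, n = 3) in AM-Veh and 64.1 ± 17.5 (SD, n = 3) in AM-Allo (log2 fold change 3.51, adjusted p = 0.000971). Single libraries also moved this count. It was 72 without AM-Allo 1, 3 without AM-Veh 2 and 2 without AM-Allo 3. Limma without the trend of variance gave 0 adjusted and 994 unadjusted. The lowest values of a library should be whole multiples of the value of 1 read, within a tolerance of 0.15 reads, if each was divided by 1 factor. On average 87.3% of them were in AM-Veh and 77.6% in AM-Allo (94.7%, 71.1% and 67.2% in the 3 AM-Allo libraries).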

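Table 2 lists 21 genes under EIF2 signaling, most of them ribosomal protein genes, and 17 of them were higher in AM-Allo astrocytes and 4 lower, with a median log2 fold change of 0.17. All 21 had an unadjusted p under 0.05 and an adjusted p under 0.05 adjusted over the list alone, and 0 did over all genes tested by limma. The study chose the genes on these 6 libraries, so neither the unadjusted count nor the count over the list alone is independent evidence. The median of the list relative to the AM-Veh means was higher in all 3 AM-Allo libraries than in any AM-Veh library. Camera gave an adjusted p of 1.03e-10, which did not hold under fry (0.201) or with the estimated correlation (0.256). The median was 0.0947 without AM-Allo 2. Without limma's trend of variance, 8 of the 21 genes kept an unadjusted p under 0.05. LOC100365839 rose most, at 155 ± 74.2 (SD, n = 3) in AM-Veh and 448 ± 280.4 (SD, n = 3) in AM-Allo (log2 fold change 1.42, adjusted p = 0.448), with overlapping groups. Its unadjusted p of 0.00273 was 0.0960 with limma's robust fit and 0.0509 without the trend. Rps21 followed, at 763 ± 34.2 (SD, n = 3) in AM-Veh and 1103 ± 168 (SD, n = 3) in AM-Allo (log2 fold change 0.52, adjusted p = 0.0961), with no overlap between the groups. The 4 genes that fell were Rap2b (log2 fold change −0.27), Rpl21 (−0.14), Eif3m (−0.10) and LOC102555453 (−0.089). Their unadjusted p-values crossed 0.05 for Rap2b (0.0761 without AM-Veh 2 and 0.0760 without AM-Allo 2), for Rpl21 (0.0585 without the trend), for Eif3m (0.0525 without AM-Veh 1) and for LOC102555453 (0.0594 without AM-Veh 1, 0.0589 without AM-Veh 2 and 0.0979 without AM-Allo 3, and 0.0814 without the trend). Over the whole family of 72 ribosomal protein genes tested, 36 were higher and 36 lower, with a median log2 fold change of 0.0016 whose sign changed under upper-quartile scaling (−0.013) and quantile normalization (−0.0014). Of this family, 15 genes rose and 1 fell at an unadjusted p under 0.05, with 7 genes at an adjusted p under 0.05 adjusted over the list alone and 0 over all genes tested. Table 2 lists 5 genes under apoptosis signaling, 3 of them higher and 2 lower. All 5 had an unadjusted p under 0.05 and an adjusted p under 0.05 adjusted over the list alone, and 0 did over all genes tested. Their median log2 fold change was 0.096 and their mean 0.0034, and camera gave an adjusted p of 0.335 for a rise. A shared direction is not what the paper's pathway score measures, and that score was not computed here. Nfkb2 (log2 fold change 0.23) and Lmna (0.12) rose most, and Rap2b and Cycs (−0.16) fell. The unadjusted p of Nfkb2 was 0.00951 (0.0514 without AM-Veh 1 and 0.0519 without AM-Allo 3, and 0.0687 without the trend) and that of Cycs 0.0167 (0.0711 without AM-Veh 3 and 0.0740 without AM-Allo 3).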

Consistent with these findings, broader transcriptomic analyses revealed that Allo treatment significantly activated stress response EIF2 (eukaryotic initiation factor-2) signaling and inhibited apoptosis signaling (**Table 2**). 

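A list of 15 genes of inflammasome components was tested beside the genes of Table 2. It includes Nlrc4 and Pycard, which the study picked from these libraries. In astrocytes 12 of the 15 were tested. The other genes lay below a mean normalized count of 10. In AM-Allo 4 were higher and 8 lower, with a median log2 fold change of −0.049. The 2 genes with an unadjusted p under 0.05 were Nlrc4 and Pycard, both lower, and 0 genes had an adjusted p under 0.05, whether adjusted over the list alone or over all genes tested by limma. Camera gave an adjusted p of 0.0931 for a fall, fry 0.411 and the estimated correlation 0.446. The call depended on single libraries, with an adjusted p of 0.0146 without AM-Veh 3 and 0.0446 without AM-Allo 2. With genes of a mean of at least 50 alone, which leaves out Nlrc4 and Pycard, the median was −0.00014 (adjusted p of 0.584). The most abundant genes of the list were Txnip at 11308 normalized counts in AM-Veh and 10766 in AM-Allo, Gsdmd at 1169 and 1169, and Casp4 at 812 and 834.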

Notably, the inflammasome signaling pathway was inhibited by Allo treatment. 

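Normalized counts of S100b, Nlrc4 and Pycard were taken from the 6 astrocyte libraries. On the GRCr8 assembly, S100b lies on chromosome 20 from 12372345 to 12381159, Nlrc4 on chromosome 6 from 26743658 to 26771783 and Pycard on chromosome 1 from 192032124 to 192033419. S100b was at 4775 ± 204 (SD, n = 3) in AM-Veh and 4490.5 ± 41.9 (SD, n = 3) in AM-Allo, a ratio of 0.940 (log2 fold change −0.088, standard error 0.038, adjusted p = 0.691). Nlrc4 was at 41.8 ± 6.54 (SD, n = 3) in AM-Veh and 25.6 ± 3.09 (SD, n = 3) in AM-Allo, a ratio of 0.611 (log2 fold change −0.68, standard error 0.24, adjusted p = 0.570). Pycard was at 48.6 ± 15.0 (SD, n = 3) in AM-Veh and 29.7 ± 7.44 (SD, n = 3) in AM-Allo, a ratio of 0.611 (log2 fold change −0.68, standard error 0.28, adjusted p = 0.684). The unadjusted p-values were 0.0371, 0.0135 and 0.0310. Every AM-Allo library was below every AM-Veh library for S100b and Nlrc4, and 2 of 3 were for Pycard. A two-sided exact permutation test gave 0.1 for S100b and Nlrc4, the smallest p that 3 libraries against 3 allow, and 0.2 for Pycard. Leaving out 1 library took each gene past 0.05. The unadjusted p of S100b was 0.183 without AM-Veh 1, 0.0568 without AM-Allo 1, 0.0556 without AM-Allo 2 and 0.0814 without AM-Allo 3, and with all libraries kept 0.114 without limma's trend of variance and 0.0517 with library weights. That of Nlrc4 was 0.0614 without AM-Veh 2. That of Pycard was 0.0706 without AM-Veh 1, 0.158 without AM-Veh 2 and 0.126 without AM-Allo 1, and 0.0588 without the trend. Nlrc4 and Pycard stood on few reads, with 1 read worth 0.84 to 1.07 normalized counts. Of 16 genes that mark microglia, which may also express both, 7 were higher and 9 lower in AM-Allo in the same libraries (median log2 fold change −0.028).

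**Figure D3:**
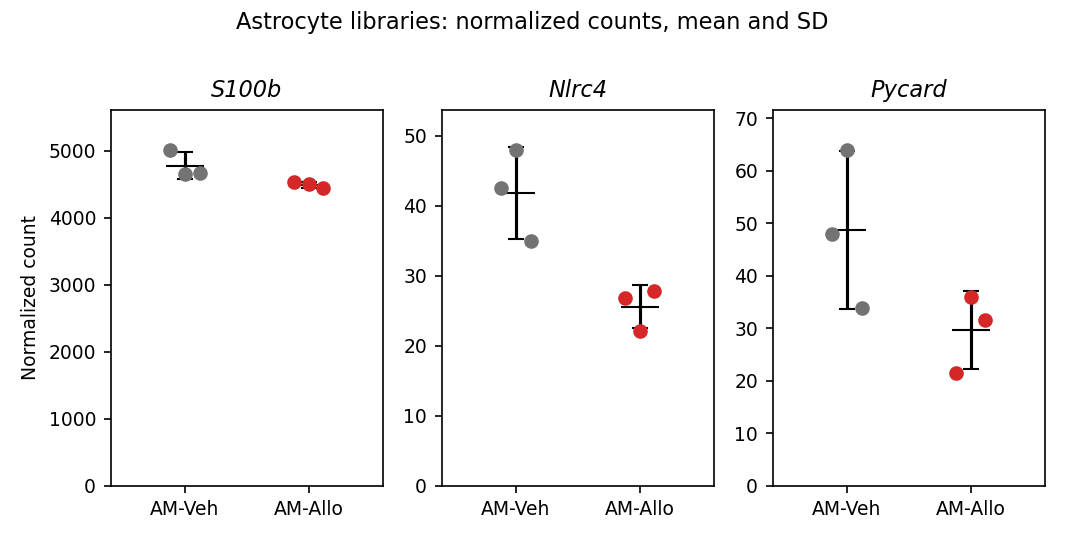
Normalized counts (vertical axes, from 0) of S100b, Nlrc4 and Pycard in AM-Veh and AM-Allo astrocyte libraries (horizontal axes). Points are libraries and bars are the mean and SD of 3 libraries. The groups overlap for Pycard.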

Relative to Veh-treated group, a significant decrease in gene expression was detected for *S100b* (**Figure 5D**, *p* = 0.049, fold change = 0.940), *Nlrc4* (NLR family CARD domain-containing protein 4, **Figure 5E**, *p* = 0.038, fold change = 0.614) and *Pycard* (PYD and CARD domain containing, **Figure 5F**, *p* = 0.039, fold change = 0.615). In addition, IPA upstream regulator analysis predicted that Allo treatment would activate TGFB1 (Transforming growth factor b1), a key factor in preventing inflammation in neurological disorders (**Figure 5G**) (55). Together, these results indicated that Allo prevented astrocytic oxidative stress and inhibited apoptosis and pro-inflammation activation.

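Markers of microglia were detected in the astrocyte libraries. Markers of neurons and mesenchymal cells, given in the closing section, were more abundant there. The most abundant of 16 microglial markers were Csf1r at 333 normalized counts in AM-Veh and 300.1 in AM-Allo, C1qa at 299 and 299, and C1qc at 247 and 237. S100b, Nlrc4 and Pycard, which the study picked from these libraries so that a fall is no independent evidence, were also tested together as a list and fell with an adjusted p of 0.00129 by camera, 0.168 by fry and 0.256 with the estimated correlation. From the EIF2 and apoptosis pathways, the lower expression of these 3 genes and the predicted activation of TGFB1, together with the ROS and ATP levels it measured, the paper concludes that Allo acted against oxidative stress, apoptosis and pro-inflammatory activation in astrocytes.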

**Figure 5:**
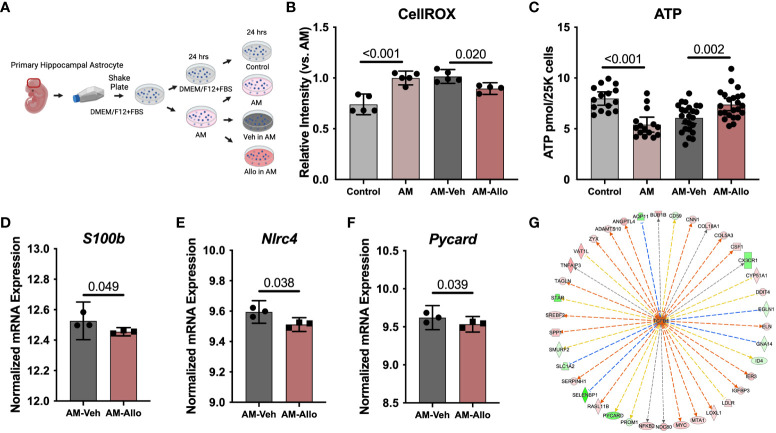
Allo decreased AM-induced oxidative stress and pro-inflammatory signaling in astrocytes. **(A)** The schematic diagram of Allo treatment (Created with BioRender.com). **(B)** Allo treatment significantly reversed AM-induced increase in CellROX levels (*n* = 4–5, one-way ANOVA, F (3, 15) = 22.03, *p* < 0.001, η^2^ = 0.815). **(C)** ATP levels were significantly restored by Allo treatment (*n* = 15–24, one-way ANOVA, F (3, 73) = 13.25, *p* < 0.001, η^2^ = 0.353). Relative to AM-Veh group, Allo treatment decreased the RNA levels of *S100b* **(D)** (*n* = 3), *Nlrc4* **(E)** (*n* = 3) and *Pycard* **(F)** (*n* = 3). **(G)** IPA predicted TGFB1 would be activated by Allo treatment. All bar graphs are presented as mean ± 95% CI with individual data points. Statistical significance for RNA-seq data was calculated by DESeq2 V1.18.1. Other data were analyzed using one-way ANOVA, followed by Holm-Sidak multiple comparisons specifically between three selected groups: AM versus Control, AM-Veh versus AM, and AM-Allo versus AM-Veh.

**Table 2:** Allo significantly increased stress response EIF2 signaling and inhibited apoptosis signaling in astrocytes.

Pathway	*Z*-score	*P*-value	Significantly changed genes (red indicates upregulation, green indicates downregulation)
EIF2 signaling	0.905	1.12E-09	*Eif3m, Rps13, Myc, Rap2b, Rpl12*(LOC102555453)*, Rpl15, Rpl21, Rpl28, Rpl30*(LOC100362027)*, Rpl36, Rpl13a, Rpl37a, Rplp1, Rps10l1, Rps16, Rps21, Rps23, Rps28, Rps29, Rps27l, Rps3a*(LOC100365839)
Apoptosis signaling	−0.447	4.11E-02	*Cycs, Lmna, Nfkb2, Plcg1, Rap2b*

### 3.5 Allo restored astrocytic mitochondrial function

Allo-induced reduction in oxidative stress and increased ATP production is consistent with improved mitochondrial function. Furthermore, because the inflammasome can be activated by ROS-generating mitochondria (56), enhanced mitochondria function would lead to inhibition of inflammasome activation. Therefore, we hypothesized that the effect of Allo to reverse astrocytic oxidative stress, apoptosis, and pro-inflammation activation was associated with its regulation of mitochondrial function. To address this hypothesis, mitochondrial respiration and membrane potential were assessed. AM significantly reduced astrocytic mitochondrial spare (**Figures 6A, B**, *p* < 0.001 vs. Control) and maximal respiration (**Figures 6A, C**, *p* < 0.001 vs. Control), which was accompanied by a significant decrease in the ratio of mitochondria with high membrane potential (**Figure 6D**, *p* < 0.001 vs. Control). Allo treatment (24h treatment) induced a trend toward increased spare respiration (**Figure 6B**, *p* = 0.077 vs. AM-Veh) and increased maximal respiration significantly (**Figure 6C**, *p* = 0.049 vs. AM-Veh), without affecting mitochondrial membrane potential (**Figure 6D**). Furthermore, bicuculline (**Figure 6E**, *p* < 0.001 vs. Allo) and nifedipine (**Figure 6F**, *p* = 0.006 vs. Allo) significantly blocked the Allo effect on promoting mitochondrial maximal respiration. Together, these results indicate that Allo restored astrocytic mitochondrial function, which required both GABA_A_ and L-type Ca^2+^ channel activation.

**Figure 6:**
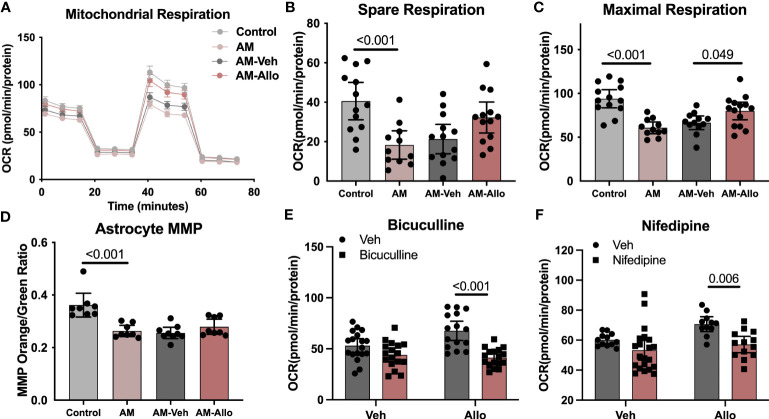
Allo restored astrocytic mitochondrial function via GABA_A_ and L-type calcium channels. **(A)** Representative mitochondrial stress test results using the Seahorse XF96 Extracellular Flux Analyzer (mean ± S.E.M.). AM significantly reduced astrocytic mitochondrial spare **(B)** (One-way analysis of variance (ANOVA), F (3, 46) = 7.483, *p* < 0.001, η^2^ = 0.328) and maximal respiration **(C)** (one-way ANOVA, F (3, 46) = 12.26, *p* < 0.001, η^2^ = 0.444). Allo treatment induced a trend toward increased spare respiration and significantly increased maximal respiration **(B, C)** (*n* = 11–14 wells per group). **(D)** The AM-induced significant decrease in astrocytic mitochondrial membrane potential (*n* = 8–9, one-way ANOVA, F (3, 29) = 14.03, *p* < 0.001, η^2^ = 0.592) was not reversed by Allo treatment. **(E)** Bicuculline blocked Allo’s effect on promoting mitochondrial maximal respiration (*n* = 15–18 wells per group, two-way ANOVA, interaction: F (1, 63) = 7.005, *p* = 0.010, 7.05% of total variation; Allo: F (1, 63) = 3.256, *p* = 0.076, 3.277% of total variation; bicuculline: F (1, 63) = 28.29, *p* < 0.001, 28.47% of total variation). **(F)** Nifedipine blocked Allo’s effect on promoting mitochondrial maximal respiration (*n* = 11–21 wells per group, two-way ANOVA, interaction: F (1, 53) = 1.340, *p* = 0.252, 1.834% of total variation; Allo: F (1, 53) = 6.115, *p* = 0.017, 8.367% of total variation; nifedipine: F (1, 53) = 12.53, *p* < 0.001, 17.14% of total variation). All bar graphs are presented as mean ± 95% CI with individual data points. Statistical significance was calculated using one-way ANOVA, followed by Holm-Sidak multiple comparisons specifically between three selected groups: AM versus Control, AM-Veh versus AM, and AM-Allo versus AM-Veh. The inhibitor’s effect was analyzed by two-way ANOVA, followed by Holm-Sidak multiple comparisons.

### 3.6 Allo promoted astrocytic mitochondrial biogenesis and dynamics

To investigate whether the Allo-induced increase in astrocytic mitochondrial function was associated with regulation of mitochondrial biogenesis or dynamics, quantitative transcriptomic analyses of key mitochondrial biogenesis regulators, mitochondria DNA copy number, and protein levels were conducted (24h treatment). Real-time PCR outcomes indicated that Allo significantly increased both *Nrf1* (nuclear respiratory factor 1, **Figure 7B**, *p* = 0.023 vs. AM-Veh) and *Tfam* (mitochondrial transcription factor A, **Figure 7C**, *p* = 0.026 vs. AM-Veh) mRNA levels without impacting *Ppargc1a* (PGC1α, PPARG coactivator 1 alpha, **Figure 7A**) mRNA expression. Consistent with transcriptional data, upstream regulator pathway analysis predicted that Allo treatment would activate NRF1 signaling (**Figure 7D**). 

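In the 6 astrocyte libraries, 13 genes of oxidative phosphorylation (OXPHOS) were all higher in AM-Allo than in AM-Veh. They are Ndufa4, Ndufab1 and Ndufb2 of complex I, Uqcr10 and Uqcrq of complex III, Cox6b1, Cox6c, Cox7a2, Cox7b and Cox8a of complex IV, and Atp5f1d, Atp5mg and Atp5pf of complex V. Their median log2 fold change was 0.24, from 0.11 for Atp5f1d to 0.44 for Atp5mg. Atp5mg was at 887 ± 37.3 (SD, n = 3) in AM-Veh and 1221 ± 213 (SD, n = 3) in AM-Allo, and Atp5f1d at 2328 ± 62.9 (SD, n = 3) in AM-Veh and 2508 ± 84.7 (SD, n = 3) in AM-Allo. All 13 had an unadjusted p under 0.05 and an adjusted p under 0.05 adjusted over the list alone, and 0 did over all genes tested by limma. The smallest adjusted p was that of Cox8a, at 1935 ± 124 (SD, n = 3) in AM-Veh and 2467 ± 288 (SD, n = 3) in AM-Allo (log2 fold change 0.35, adjusted p = 0.241). The groups did not overlap for 9 of the 13 genes, where chance gives 10% for 3 libraries against 3. The study picked these genes from the same libraries. Camera gave the list an adjusted p of 3.70e-16, which did not hold under fry (0.168) or with the estimated correlation (0.256). The VST values gave the lowest median log2 fold change, 0.11. Without limma's trend of variance 5 of the 13 kept an unadjusted p under 0.05. With a library left out, an unadjusted p over 0.05 was found for Atp5f1d (0.0867 without AM-Veh 1, 0.0661 without AM-Allo 2 and 0.0567 without AM-Allo 3), Atp5pf (0.0912 without AM-Veh 1, 0.0702 without AM-Veh 3 and 0.0786 without AM-Allo 3), Cox6c (0.0674 without AM-Veh 3 and 0.0581 without AM-Allo 3), Cox7a2 (0.0506 without AM-Veh 3 and 0.0540 without AM-Allo 2), Ndufa4 (0.185 without AM-Veh 1, 0.0769 without AM-Veh 3 and 0.131 without AM-Allo 2) and Uqcr10 (0.116 without AM-Veh 1, 0.123 without AM-Allo 2 and 0.0883 without AM-Allo 3). Upper-quartile scaling gave Ndufa4 an unadjusted p of 0.0602, and library weights gave 0.0539 for Ndufa4 and 0.0752 for Uqcr10.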

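The whole family of nuclear-encoded OXPHOS genes, taken by symbol and not by their values, had 78 genes tested. In AM-Allo astrocytes 49 were higher and 29 lower, with a median log2 fold change of 0.017 (0.00291 to 0.0249 over all alternatives). At an unadjusted p under 0.05, 19 genes differed, all higher, with 3 at an adjusted p under 0.05 adjusted over the list alone and 0 over all genes tested by limma. The adjusted p of the family was 0.00129 by camera, 0.409 by fry, 0.446 with the estimated correlation and 0.0799 by camera without AM-Allo 2. Of the 12 genes encoded in mitochondrial DNA, 10 were lower in AM-Allo (median log2 fold change −0.10), and 8 of them had an unadjusted p under 0.05. Genes of other families of short transcripts rose in the same libraries, 37 of 51, with a median log2 fold change of 0.028. That list was written after the data were examined.

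**Figure D4:**
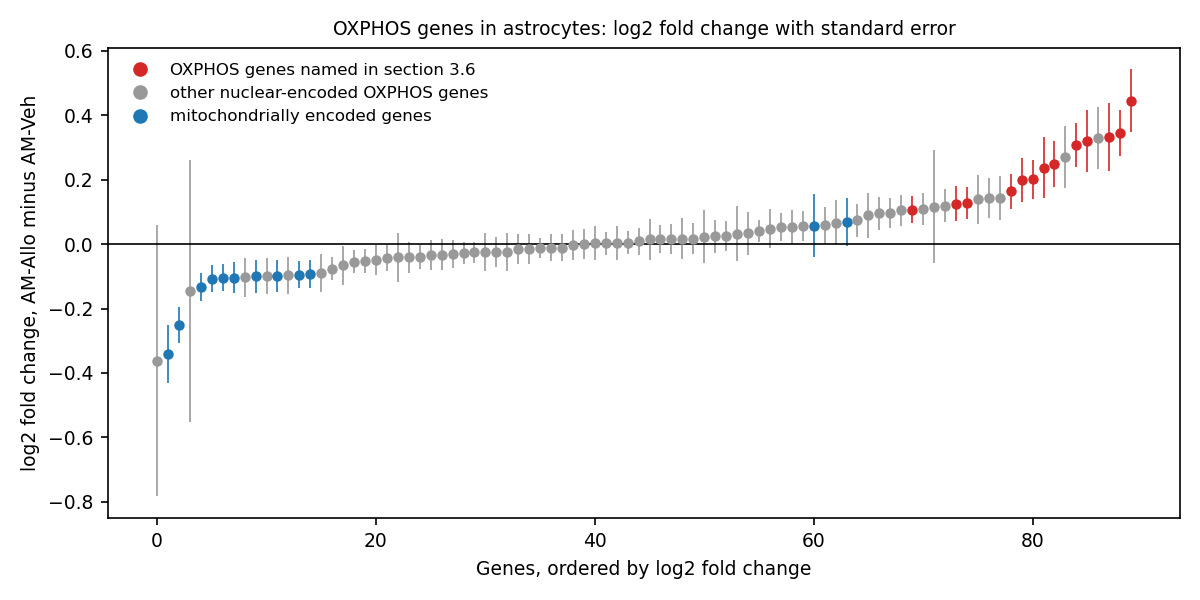
log2 fold change (AM-Allo minus AM-Veh, vertical axis) with its standard error for the OXPHOS genes tested in astrocytes, ordered by log2 fold change (horizontal axis), from 3 libraries per group. The 13 genes named in section 3.6 lie between 0.11 and 0.44, the other nuclear-encoded genes on both sides of 0, and 10 of the 12 mitochondrially encoded genes below 0.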

Allo treatment significantly increased OXPHOS gene expression (**Figures 7E, F**), including *Ndufa4*, *Ndufab1*, *Ndufb2*, *Uqcr10*, *Uqcrq*, *Cox6b1*, *Cox6c*, *Cox7a2*, *Cox7b*, *Cox8a*, *Atp5f1d*, *Atp5mg*, and *Atp5pf*, and significantly increased astrocytic mitochondrial DNA copy number (**Figure 7G**, *p* = 0.044 vs. AM-Veh). Consistent with the transcriptomic profile, Allo significantly increased mitochondrial COX protein level (**Figure 7H**, *p* = 0.015 vs. AM-Veh) and activity (**Figure 7I**, *p* = 0.048 vs. AM-Veh). Inhibiting either the GABA_A_ receptor with bicuculline or the L-type Ca^2+^ channel with nifedipine (**Figure 7J**, *p* = 0.023 and *p* = 0.023 vs. Allo, respectively) blocked the Allo-induced increase in mitochondrial DNA copy number. These data indicated that Allo regulation of mitochondrial biogenesis required both GABA_A_ and L-type Ca^2+^ channel activation.

**Figure 7:**
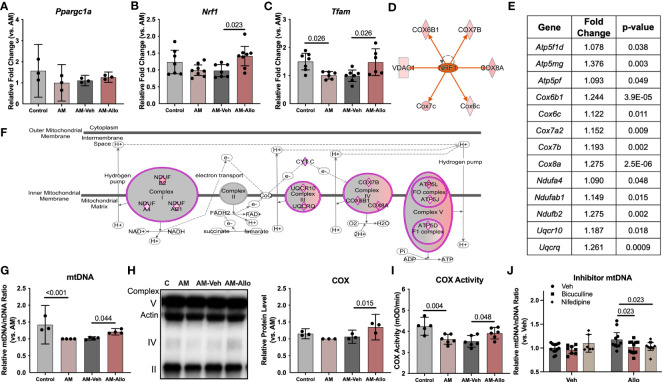
Allo promoted astrocytic mitochondrial biogenesis via NRF1-TFAM signaling. **(A)** *Ppargc1a* (PGC1alpha) mRNA level was not affected by Allo treatment (*n* = 3). Allo treatment significantly increased *Nrf1* **(B)** (*n* = 7–8, one-way ANOVA, F (3, 26) = 3.985, *p* = 0.018, η^2^ = 0.315) and *Tfam* **(C)** (*n* = 6–7, one-way ANOVA, F (3, 22) = 5.577, *p* = 0.005, η^2^ = 0.432) mRNA levels compared to AM-Veh group. **(D)** Upstream regulator analysis predicted NRF1 would be activated by Allo treatment. **(E, F)**. Allo significantly increased nuclear-encoded gene expression for mitochondrial complex I, III, IV, and V (in purple diamonds, IPA). **(G)** Allo treatment significantly increased mitochondrial DNA copy number (*n* = 3–4, one-way ANOVA, F (3, 11) = 12.13, *p* < 0.001, η^2^ = 0.768). Allo treatment specifically and significantly increased COX protein levels **(H)**, (*n* = 3, one-way ANOVA, F (3, 8) = 8.328, *p* = 0.008, η^2^ = 0.758) which was coupled with a significant increase in COX activity **(I)** (*n* = 5–6, one-way ANOVA, F (3, 19) = 7.539, *p* = 0.002, η^2^ = 0.544). **(J)** Bicuculline and nifedipine significantly inhibited Allo effect on promoting mitochondrial biogenesis (*n* = 6–13, two-way ANOVA, interaction: F (2, 52) = 3.540, *p* = 0.036, 10.64% of total variation; Allo: F (1, 52) = 2.112, *p* = 0.152, 3.174% of total variation; inhibitor: F (2, 52) = 2.630, *p* = 0.082, 7.906% of total variation). All bar graphs are presented as mean ± 95% CI with individual data points. Statistical significance was calculated using one-way ANOVA, followed by Holm-Sidak multiple comparisons specifically between three selected groups: AM versus Control, AM-Veh versus AM, and AM-Allo versus AM-Veh. The inhibitor’s effect was analyzed by two-way ANOVA, followed by Holm-Sidak multiple comparisons.

At the structural level, AM induced hyperfused mitochondrial networks in astrocytes as indicated by a significantly decreased mitochondrial fission fraction (*p* < 0.001 vs. Control) and fission/fusion ratio (*p* < 0.001 vs. Control) (**Figures 8A–C**). Allo treatment (24h treatment) significantly relieved mitochondrial hyperfusion (**Figure 8A**) by increasing the fraction of mitochondrial fission product (**Figure 8B**, *p* = 0.028 vs. AM-Veh), which led to the corresponding restoration of the fission/fusion ratio in the Allo-treated group (**Figure 8C**, *p* = 0.048 vs. AM-Veh). Consistent with the mitochondrial restructuring, the protein expression ratio of DRP1 to OPA1 was also significantly increased by Allo treatment (**Figure 8D**, *p* = 0.037 vs. AM-Veh).

**Figure 8:**
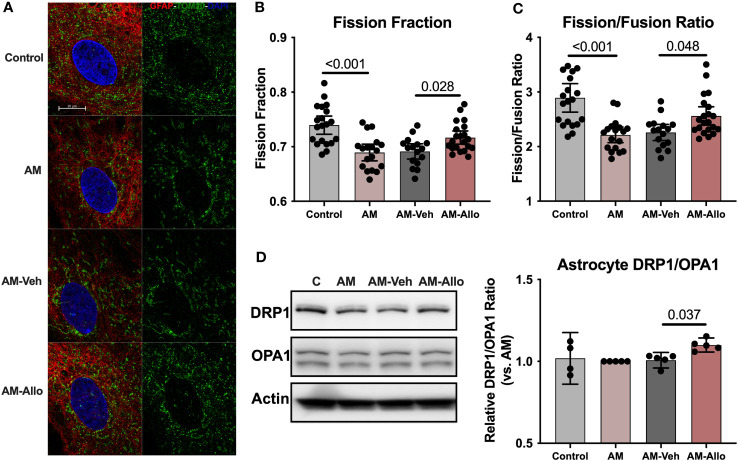
Allo relieved AM-induced astrocytic mitochondrial hyperfusion by increasing DRP1/OPA1 protein ratio. **(A)** Representative astrocyte images labeled with anti-GFAP and anti-TOM20 antibodies and DAPI. Allo treatment significantly increased mitochondrial fission product fraction **(B)** (Mitochondria were labeled using the anti-TOM20 antibody, one-way ANOVA, F (3, 71) = 11.56, *p* < 0.001, η^2^ = 0.328) and restored the mitochondrial fission/fusion ratio compared to AM-Veh groups **(C)**, (*n* = 16–21, one-way ANOVA, F (3, 71) = 11.79, *p* < 0.001, η^2^ = 0.333). **(D)** The DRP1/OPA1 protein ratio was significantly increased by Allo treatment (*n* = 4–5, one-way ANOVA, F (3, 15) = 3.976, *p* = 0.029, η^2^ = 0.443). All bar graphs are presented as mean ± 95% CI with individual data points. Statistical significance was calculated using one-way ANOVA, followed by Holm-Sidak multiple comparisons specifically between three selected groups: AM versus Control, AM-Veh versus AM, and AM-Allo versus AM-Veh.

Collectively, the data indicate that Allo promoted astrocytic mitochondrial biogenesis through NRF1-TFAM activation and increased DRP1/OPA1 protein ratio to reverse stress-induced hyperfused mitochondrial network to restore mitochondrial and bioenergetic homeostasis (57).

## 4 Discussion

Our previous analyses demonstrated that Allo exerted pleiotropic actions in the brain that included neurogenesis, oligogenesis, human and rodent neural stem cell regeneration, improved cognitive function, enhanced glucose metabolism, increased mitochondrial respiration and biogenesis, and reduced burden of AD pathology (1–3, 9, 10, 21, 26, 58). Herein, we investigated the potential of a common mechanistic signaling pathway that could serve to unify the pleiotropic outcomes induced by Allo in neural cells. Outcomes of those analyses provide strong support that Allo’s pleiotropic actions activate and are dependent upon Ca^2+^ signaling. Allo activation of Ca^2+^ signaling in both neurons and astrocytes serves to integrate multiple systems of biology critical to sustained brain function and health.

### 4.1 Ca^2+^ signaling as a common mechanistic pathway of Allo pleiotropic action in brain

Key to calcium signaling as a unifying mechanism of Allo action is the expression of the NKCC1 chloride transporter (**Figure 9**, created with BioRender.com). Hippocampal immature neurons and astrocytes express NKCC1 and consequently harbor a high-intracellular chloride concentration. In NKCC1-expressing immature neurons, Allo activation of GABA_A_ channels results in Cl^−^ efflux and subsequent depolarization of the membrane potential and activation of the voltage-dependent L-type Ca^2+^ channel, which in turn results in an influx of Ca^2+^ (3). The Allo-induced rise in intracellular Ca^2+^ activates CREB/ELK1/c-Jun signaling through CaMKII and ERK1/2 activation. In neurons, activation of CREB/ELK1/c-Jun signaling is a well-established neural plasticity pathway (61, 62), which is consistent with the significant increases in both neuronal morphology and activation of transcriptional networks required for synaptic plasticity. The rise in intracellular Ca^2+^ results in sequestration of Ca^2+^ into the mitochondria, increasing mitochondrial membrane potential and promoting mitochondrial respiration (63).

**Figure 9:**
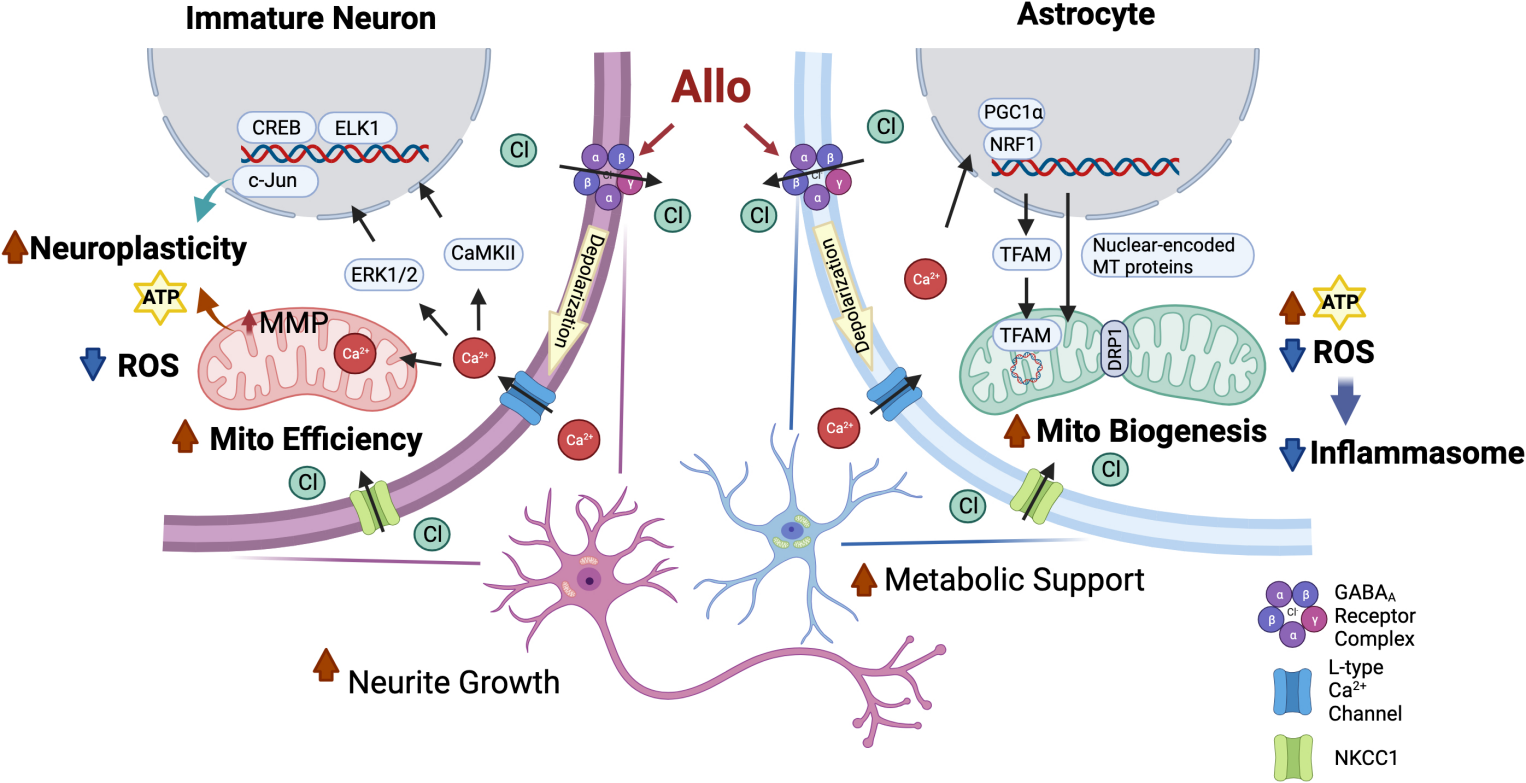
Common mechanisms of action of Allo to activate neuronal and astrocytic functions required for brain regeneration. Both hippocampal immature neurons and astrocytes exhibit a high-intracellular chloride concentration (31, 34). Allo activation of GABA_A_ channels results in Cl^-^ efflux and subsequent depolarization of the membrane potential and activation of the voltage-dependent L-type Ca^2+^ channel, which in turn results in an influx of Ca^2+^ (3, 35). In immature neurons, increased intracellular Ca^2+^ levels activate downstream CREB/ELK1/c-Jun signaling through CaMKII and ERK1/2 activation, which in turn lead to increased neuroplasticity and reduced oxidative stress. The rise in intracellular Ca^2+^ results in sequestration of Ca^2+^ into the mitochondria that promotes mitochondrial respiration and mitochondrial membrane potential. In astrocytes, GABA_A_ and L-type calcium channel activation triggers the activation of NRF1-TFAM signaling and increases the DRP1/OPA1 protein ratio to increase mitochondrial biogenesis and dynamics and consequent ATP production, potentially via calcium-induced PGC-1α activation (59, 60). Furthermore, Allo reduced oxidative stress, thereby reducing activation of inflammasome and apoptosis signaling.

Astrocytes also express both GABA_A_ receptors and NKCC1 transporters and produce and release GABA (64). Allo activation of GABA_A_ receptors in astrocytes results in activation of the voltage-dependent L-type Ca^2+^ channel (35) and consequent activation of NRF1-TFAM signaling and increased DRP1/OPA1 protein ratio, promoting mitochondrial biogenesis and dynamics, potentially via Ca^2+^-induced PGC-1α activation (59, 60). Furthermore, Allo reduced oxidative stress and enhanced mitochondrial function, leading to increased ATP concentration and reduced oxidative stress, thereby reducing activation of inflammasome and apoptosis signaling.

These results were consistent with our previous findings demonstrating that Allo induced a rapid and transient increase in cytosolic Ca^2+^ by GABA_A_ and L-type calcium channel activation in embryonic hippocampal neurons from days *in vitro* 3–10 (28) and increased phosphorylation of CREB *in vivo* (65).

### 4.2 Allo regulation of mitochondrial function

The quality and capacity of mitochondria decline with aging, and this is linked to the development of age-related diseases (66). To maintain an adequate and functional mitochondrial population, mitochondrial biogenesis and dynamics are highly regulated. Herein, our results demonstrated that *in-vitro* Allo treatment promoted mitochondrial function in hippocampal neurons through increased mitochondrial efficiency whereas in astrocytes Allo promoted mitochondrial biogenesis and dynamics.

Allo regulation of mitochondria in hippocampal neurons targeted mitochondrial respiratory efficiency without affecting mitochondrial number, potentially through direct stimulation of mitochondrial oxidative phosphorylation due to increased sequestration of Ca^2+^ into the mitochondria (63). Although mitochondrial dynamics overall were not affected by Allo, the restoration of neurite growth in neurons upon Allo treatment suggested improved axonal transport of mitochondria, which is required for synaptic plasticity (67). In astrocytes, Allo activated mitochondrial biogenesis through the NRF1-TFAM signaling pathway and attenuated the fused mitochondrial phenotype by upregulating DRP1/OPA1 protein ratio.

Consistent with our previous *in-vivo* findings that Allo improved mitochondrial function and reduced expression of mitochondrial fusion-related genes in ovariectomized 3xTgAD females (10), *in-vitro* results reported herein indicate that Allo promotes mitochondrial function in both immature neurons and astrocytes through cell-specific mechanisms. Thus, Allo-mediated potentiation of mitochondrial function observed *in vivo* is likely the result of promoting mitochondrial respiration in immature neurons and mitochondrial biogenesis in astrocytes.

### 4.3 Mechanisms underlying pleiotropic action of Allo in two cell types

Transcriptomic pathway analysis revealed that, in hippocampal immature neurons, Allo activated the Ca^2+^/CREB signaling pathway which resulted in the activation of synaptogenesis and long-term potentiation pathways. Furthermore, a rise in mitochondrial Ca^2+^ via activation of L-type calcium channels stimulates mitochondrial oxidative respiration, which is essential for induction and maintenance of neuroplasticity (68). This Allo-induced calcium signaling depends on a high-intracellular chloride concentration, making it mechanistically inapplicable to mature neurons. However, our previous analyses demonstrated that Allo promotes neurogenesis in the 3xTgAD and normal-aged mouse hippocampus (13, 21, 26, 28). Furthermore, Allo promotes neuronal and oligodendrocyte differentiation of neural stem cells (11). These findings collectively support the potential of Allo to promote regeneration in the developing, adult and AD.

In astrocytes, Allo promoted mitochondrial biogenesis that increased mitochondrial respiratory capacity, which was dependent upon L-type calcium channel activation. Furthermore, Allo significantly reduced inflammasome activation by downregulating the expression of *Nlrc4* and *Pycard*. Additionally, Allo activated the TGFB1 signaling pathway, consistent with Allo’s effect on TGFB1 signaling in cancer cell models (69). NLRC4 has been reported to mediate inflammasome activation in microglia and astrocytes (70), which play an important role in neuroinflammation associated with AD (71). Furthermore, TGFB1 has been reported to exert neuroprotective effects in AD, and its deficiency is associated with Aβ pathology and neurofibrillary tangle formation (72). Therefore, Allo’s anti-inflammation effect, manifested as inhibition of NLRC4-mediated inflammasome activation and activation of TGFB1 pathway, could contribute to its therapeutic effect in reducing Aβ burden observed *in vivo* (21).

In conclusion, Allo is a neurosteroid with pleiotropic actions in the brain that span neural regeneration, bioenergetics, and immune systems of biology, which collectively impact synaptic plasticity, cognition, burden of neurodegenerative disease, and recovery of brain function. Unlike classic steroids, Allo exerts pleiotropic effects through non-nuclear receptors. Outcomes of analyses reported herein advance the breadth of knowledge regarding Allo’s pleiotropic action in both immature neurons and astrocytes. Allo’s regulation of mitochondrial function in both immature neurons and astrocytes is dependent on both GABA_A_ and L-type calcium activation, suggesting the calcium signaling pathway as a common mechanism of action. The calcium signaling cascade provides a unifying mechanistic pathway that bridges multiple systems of biology in multiple cell types in the brain.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/supplementary material.

## Ethics statement

All animal studies were performed following National Institutes of Health guidelines on the use of laboratory animals and all procedures were approved by the University of Arizona Institutional Animal Care and Use Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

TW: Conceptualization, Investigation, Writing – original draft, Data curation, Writing – review & editing, Formal analysis. SC: Investigation, Writing – original draft. ZM: Investigation, Writing – original draft. YS: Writing – original draft, Formal analysis. RB: Conceptualization, Supervision, Writing – review & editing, Funding acquisition.

How the deposited data were processed for this re-analysis (not part of the article)

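RNA-seq values were analysed for 8 libraries of hippocampal neurons (4 AM-Veh and 4 AM-Allo, 16 h of treatment) and 6 libraries of hippocampal astrocytes (3 AM-Veh and 3 AM-Allo, 24 h of treatment), all from embryonic day 18 rats and with Allo at 100 nM. The samples were grouped by the cell type, treatment and replicate in their labels. The untreated control and AM groups of the paper's other assays have no RNA-seq values here.

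The authors made poly(A)-selected stranded libraries, sequenced them as paired ends, quantified rat transcripts with Salmon, summed them to genes with tximport and normalized the counts with DESeq2. For each cell type, 1 table holds this normalized signal, which the authors deposited as counts per gene after division by their normalization factors. A further table from the authors holds variance-stabilized (VST) values, on a scale close to log2. Genes are listed by symbol in all 4 tables, with 0 columns left unused. The tables list 18239 genes for neurons and 31791 for astrocytes, and the VST tables 18239 and 17642. Of the symbols, 21 in neurons and 24 in astrocytes had been turned into dates, and these genes match no list. A symbol stood for more than 1 gene in 1 case in neurons and 2 in astrocytes.

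Whole reads could not be recovered for nearly all genes, because the lowest values of a library were not all whole multiples of 1 step. From that step the reads on genes were estimated at 19700000 to 24800000 per neuron library and 22300000 to 28600000 per astrocyte library. A gene at the minimum mean of 10 normalized counts therefore stands on about as many reads, since 1 read was worth 0.84 to 1.14 normalized counts. The genes of mitochondrial DNA took 5.61% to 6.06% of the counts in neurons and 3.35% to 3.93% in astrocytes.

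Normalized counts were taken to log2 after adding 1. Genes with a mean normalized count of at least 10 over the libraries of a cell type were tested, 15314 in neurons and 15380 in astrocytes. AM-Allo was compared with AM-Veh in each cell type alone, with limma 3.58.1 (lmFit, and eBayes with a trend) in R 4.3.3. The tables of the cell types were normalized separately, so no test compared them. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and for a list also over the list alone. Lists of genes were tested with limma's camera at its preset correlation of 0.01 between genes, and with fry and camera with an estimated correlation beside it, with 1 Benjamini-Hochberg family per cell type. The lists were the genes of each pathway in Tables 1 and 2, of Figure 5 and section 3.6, the nuclear-encoded OXPHOS, ribosomal protein and mitochondrially encoded families, inflammasome components, markers of neurons, astrocytes, microglia, oligodendrocyte lineage, mesenchymal and endothelial cells, and genes of proliferation, the immediate-early response, cholesterol synthesis, chloride transport and GABA receptors, the paper's regulators, and sex. Another 4 lists, named in the closing section, were written later. Single genes also had a two-sided exact permutation test of the mean log2 values, whose smallest p is 0.0286 for 4 libraries against 4 and 0.1 for 3 against 3. In neurons it exchanges libraries without regard to the first part of the replicate number. Gene positions are those of GRCr8, another assembly than the one the authors mapped to.

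The test was tried on simulated data in which 200 genes were changed by 1 on the log2 scale. Of these, 95% were recovered at an unadjusted p under 0.05 in the neuron design and 83% after adjustment (97.5% and 85% with a block by first number), from 15218 and 15226 genes tested. In the astrocyte design, 96.5% and 83.5% were recovered from 15297 genes. Noise was drawn independently for each gene. Most changes reported for the lists are far smaller than 1, and recovery of single genes at such sizes was not measured.

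Neuron replicates carry numbers in 2 parts. After each group's mean was removed, the correlation over genes between AM-Veh and AM-Allo libraries was 0.296, 0.229, 0.265 and 0.273 for libraries with the same number and 0.185 to 0.236 for those that share the first part alone. It was −0.15 to −0.32 for those that differ in it. The first principal component, with 31.9% of the variance, separated the first parts of the numbers. Genes are not independent replicates in these correlations. A block by the whole number and a block by its first part were therefore both among the alternatives, and blocked values stand beside part of the neuron results.

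The comparisons, tests, lists, alternatives and the rule for naming genes were set before the data were examined, apart from additions that are marked as such. The rule was written after the paper's own tables and fold changes had been read. It takes every gene with a fold change or p in the paper's RNA-seq results. From each list of Tables 1 and 2 it takes the 2 largest rises, the 2 largest falls and any genes against the list's majority where 5 or fewer were. It also takes the paper's regulators and transport genes, genes past an adjusted p of 0.05 with no overlap between the groups (up to 5 in each direction), and the 3 most abundant genes of each other list. The last are given as levels, mostly without a test. Genes named outside this rule are marked as such. The results of some genes that the rule names, and of the list of Figure 2, are not reported, for a reason that does not depend on their values.

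The alternatives were other pseudocounts, filters, scalings and variance models, library weights, the VST values, blocks by replicate number, other set tests and leaving out each library in turn. Corrections for transcript length and GC content were not run, and neither were models of whole counts. Pathway scores and upstream regulators from Ingenuity Pathway Analysis, and all measurements other than RNA-seq, were not analysed here.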

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

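Other splits of the libraries were planned for the counts of genes, while the splits for the lists and the tests of scaling and of a neighbouring gene were chosen after the results were seen.

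One library of 1 gene lay far from its group. For Mapk3, which the paper reports as higher with Allo in neurons, AM-Veh 2-1 had a normalized count of 2087, and AM-Veh 1-1, 1-2 and 2-2 had 2132, 2133 and 2139. The gap to the nearest library was 0.866 of the group's whole log2 range, above Dixon's critical value for 4 libraries. Chance does this in about 1 in 20 groups, so 2.3 of the 46 groups tested were expected and 1 was found. The AM-Veh libraries of Mapk3 lay closer together (SD 24.2) than those of AM-Allo (SD 77.5), so a small gap is enough. Without AM-Veh 2-1 the log2 fold change of Mapk3 was 0.13 instead of 0.14. No technical or biological explanation was tested for this library.

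In neurons 4 genes that the paper does not discuss passed an adjusted p of 0.05, each with no overlap between 4 libraries and 4. Dusp4 went from 1115 normalized counts in AM-Veh to 699 in AM-Allo (log2 fold change −0.68, adjusted p = 0.0235), and Rgs4 from 1524 to 859 (log2 fold change −0.83, adjusted p = 0.0235). Hivep2 went from 2718 to 2138 (log2 fold change −0.35, adjusted p = 0.0282), and Plcxd2 from 205 to 347 (log2 fold change 0.75, adjusted p = 0.0235). With the block by first number their adjusted p-values were 2.47e-05, 2.47e-05, 5.53e-05 and 0.000300. Each kept its direction and an unadjusted p under 0.05 in all 22 alternatives run for it. The number of genes past an adjusted p of 0.05 was 0 by limma without AM-Veh 1-1, 1-2 or 2-1, and 1 or 2 without any other library but AM-Allo 2-2. Of the 35 splits of the 8 libraries, 2 gave at least 4 such genes, the real split and the split by first number, which gave 2359. At an unadjusted p under 0.05, 13 of the 35 splits gave at least the 872 genes of the real split, and the split by first number gave 4223. Chance is therefore not excluded for either count over all splits, and the first number is a larger source of variation than the treatment. Among the 18 balanced splits, those with 2 libraries of each first number in each group, 1, the real one, gave as many genes, for both counts and with or without the block. With the block the real split gave 1684 genes unadjusted and 104 adjusted. The largest counts among the other balanced splits were 1500 and 3. Those splits differ from the real one in which libraries of a first number are exchanged. What the first number stands for is not given in the methods, and treatment is balanced over it.

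Several lists that the paper does not discuss moved in neurons by camera at its preset correlation and not by fry without the block. Of 18 immediate-early genes, 15 were lower in AM-Allo (median log2 fold change −0.16, adjusted p of 1.32e-05 by camera, 0.134 by fry and 0.154 with the estimated correlation, and 7.72e-07 to 0.154 over all alternatives). The median of the list relative to the AM-Veh means was lower in 3 of 4 AM-Allo libraries than in any AM-Veh library, with the block fry gave 0.0530, and 8 of 35 splits gave a median as large. Of 23 cholesterol synthesis genes, 20 were higher (median 0.049, adjusted p of 0.00164 by camera, 0.509 by fry and 0.449 with the estimated correlation, and 4.23e-06 to 0.509 over all alternatives), with 0.0942 without AM-Veh 2-2. The median was 0.0929 without AM-Veh 1-1, 0.0183 without AM-Allo 1-1 and 0.0892 without AM-Allo 2-2, and 12 of 35 splits gave a median as large. Of 12 markers of the oligodendrocyte lineage, 10 were higher (median 0.081, adjusted p of 0.00942 by camera, 0.221 by fry and 0.185 with the estimated correlation, and 3.14e-06 to 0.221 over all alternatives). Camera gave 0.0902 without AM-Veh 2-1, 0.0986 without AM-Allo 1-1 and 0.0713 without AM-Allo 1-2, where the median was 0.0455, while fry with the block gave 0.0429, and 9 of 35 splits gave a median as large. Among the 18 balanced splits, 1 gave as large a median for the immediate-early genes, 3 for cholesterol synthesis and 2 for the oligodendrocyte lineage. Chance is not excluded by the splits over all 35 for any of these lists.

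The families of OXPHOS, ribosomal and mitochondrial genes moved little in neurons. The nuclear-encoded OXPHOS family had 22 genes higher and 57 lower (median −0.0196, adjusted p of 0.0208 by camera, 0.648 by fry and 0.629 with the estimated correlation, and 0.000184 to 0.648 over all alternatives), and camera gave 0.487 without AM-Veh 1-1, 0.0847 without AM-Veh 1-2, 0.334 without AM-Allo 2-1 and 0.374 without AM-Allo 2-2. Its median was −0.00383 without AM-Veh 1-1, −0.0112 without AM-Veh 1-2, −0.0347 without AM-Veh 2-2, −0.0372 without AM-Allo 1-1, −0.0294 without AM-Allo 1-2, −0.00792 without AM-Allo 2-1 and −0.00433 without AM-Allo 2-2. The ribosomal protein family had 11 higher and 63 lower (median −0.0237, adjusted p of 9.01e-05 by camera, 0.622 by fry and 0.629 with the estimated correlation, and 4.35e-08 to 0.629 over all alternatives), and camera gave 0.203 without AM-Veh 2-2. Its median was −0.0379 without AM-Veh 1-1, −0.0390 without AM-Veh 1-2, −0.00717 without AM-Veh 2-2, −0.0125 without AM-Allo 1-1 and −0.0402 without AM-Allo 2-1. Of 12 genes of mitochondrial DNA, 10 were lower (median −0.0319, adjusted p of 0.0208 by camera, 0.220 by fry and 0.449 with the estimated correlation, and 0.00257 to 0.449 over all alternatives), and camera gave 0.125 without AM-Veh 1-1, 0.0794 without AM-Veh 2-1, 0.134 without AM-Allo 2-1 and 0.0563 without AM-Allo 2-2. Their median was −0.0208 without AM-Veh 1-1. With all libraries kept, quantile normalization moved it to −0.0182 (adjusted p of 0.158 by camera). As large a median came from 17, 13 and 4 of the 35 splits for these families, in that order. Chance is therefore not excluded over all splits, most of which the first numbers can also move. Among the 18 balanced splits, 1, the real one, gave as large a median for each. Each median kept its sign in all 24 alternatives. No other explanation was tested for these families.

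In astrocytes 10 of the 12 genes of mitochondrial DNA were lower in AM-Allo (median −0.102, adjusted p of 2.07e-07 by camera, 0.409 by fry and 0.381 with the estimated correlation, and 1.86e-10 to 0.409 over all alternatives), and 8 of them had an unadjusted p under 0.05. Their median was −0.0677 without AM-Veh 1. The median of the list relative to the AM-Veh means was lower in all 3 AM-Allo libraries than in any AM-Veh library, and Mt-nd3, chosen after its values were seen, fell most (log2 fold change −0.34). Scaling by upper quartile, median log-ratio or quantiles left the median at −0.0838 or further from 0, which argues against scaling as the cause. A difference in RNA quality or library preparation could still lower these genes together, and 1 of the 10 splits of 3 libraries against 3 gave a median as large, a share that is never under 0.1. A smaller amount of mitochondrial RNA in the treated cells is not excluded either, and none of these was tested apart from scaling. Of 23 cholesterol synthesis genes, 21 were higher (median 0.073, adjusted p of 0.000721 by camera, 0.442 by fry and 0.446 with the estimated correlation, and 6.65e-08 to 0.446 over all alternatives), with 0.0910 without AM-Veh 1 and 0.0540 without AM-Allo 1 by camera. The median was 0.0336 without AM-Veh 1, 0.113 without AM-Veh 3, 0.0438 without AM-Allo 1 and 0.0464 without AM-Allo 3. A median as large came from 3 of the 10 splits, so chance is not excluded. The list rose in both cell types, and a difference between them was not tested.

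Gatd1 in astrocytes had 4.58 normalized counts in AM-Veh and 64.1 in AM-Allo (log2 fold change 3.51, adjusted p = 0.000971), higher in 3 of 3 libraries, with no overlap. It kept an unadjusted p under 0.05 in all 17 alternatives run for it, and 1 of 10 splits gave as many genes past an adjusted p of 0.05. Of the 2 neighbouring genes, Slc25a22 had a log2 fold change of −0.00447 and Taldo1 of 0.0165. Taldo1 has 2774 normalized counts in AM-Veh, so a rise that brought the reads of Gatd1 would be too small to see, and reads counted from a neighbour cannot be told apart from a change in Gatd1. In neurons, where the difference between cell types was not tested, Gatd1 had 13.7 normalized counts in AM-Veh and 9.71 in AM-Allo. A variant of the donors or an assignment of reads between transcripts could also give so large a change in 1 gene and was not tested.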

How the results depend on the processing

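All alternatives were planned except the VST values with a block by first number, which were added after the values were seen. Over all alternatives, 28 of 44 values of the neuron counts of genes stayed within 1.5 times the main count, and 29 of 36 in astrocytes. For the lists of neurons, 503 of 574 values kept their direction and their side of an adjusted p of 0.05, 47 lost the call, 12 gained it and 12 changed sign. In astrocytes these were 357 of 418, 18, 17 and 26. For single genes, at an unadjusted p of 0.05, they were 1149 of 1248, 28, 57 and 14 in neurons and 843 of 930, 70, 6 and 11 in astrocytes. The cause was not tested for any change below unless it is named.

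In neurons the main test gave 872 genes unadjusted and 4 adjusted. The replicate block by whole number gave 1634 and 93, the block by first number 1684 and 104, the VST values 2204 and 158, and the VST values with the block by first number 1694 and 105. A block removes the variation between first numbers from the error, which by its construction raises the counts where that variation is large. In the other balanced splits of the libraries the block gave at most 1500 genes unadjusted and 3 adjusted. The block alone therefore does not account for the adjusted count of the real split. The neuron VST values carry no variation between first numbers. Limma without the trend of variance gave 0 adjusted and 904 unadjusted. The other alternatives that keep all libraries left the adjusted count at 4. With 1 library left out, the neuron counts were 678 to 966 unadjusted and 0 to 4 adjusted, and each such fit has fewer samples. The adjusted count was 0 without AM-Veh 1-1, 1-2 or 2-1, 1 without AM-Veh 2-2, AM-Allo 1-1 or AM-Allo 2-1, 2 without AM-Allo 1-2 and 4 without AM-Allo 2-2.

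In astrocytes, from 1078 unadjusted and 1 adjusted, the adjusted count was 0 with a mean of at least 50 (914 unadjusted), a filter that removes Gatd1, and 0 by limma without the trend (994 unadjusted). It was 4 with limma's robust fit and 17 with a replicate block (1102 unadjusted). The numbers of the astrocyte replicates did not pair the libraries, since AM-Veh and AM-Allo libraries of the same number had correlations of 0.0241, −0.00698 and 0.0117, so that block is not preferred. With 1 library left out, the counts were 782 to 1279 and 1 to 72, with 72 adjusted genes without AM-Allo 1, 3 without AM-Veh 2 and 2 without AM-Allo 3. Upper-quartile scaling gave 38.9% of 1094 unadjusted genes higher, against 53.1% of 1078, and no filter gave 1427 unadjusted genes of 21938 tested.

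Among the alternatives of the fit and the test, each changed alone, the lists of Table 1 kept their rise and their call in all but 2, fry and camera with the estimated correlation. The latter tests the same fold changes with another correlation between genes. Fry tests whether the genes of a list change at all, not against other genes, and ran without the trend of variance. Under both, the medians were 0.110, 0.141, 0.111 and 0.119 for synaptogenesis, long-term potentiation, calcium and CREB signaling, and none of the 4 had an adjusted p under 0.05. Fry with the block by first number gave 0.0586, 0.0429, 0.0741 and 0.0426. With 1 library left out the medians were 0.0965 to 0.129, 0.107 to 0.151, 0.102 to 0.146 and 0.106 to 0.145. The nuclear-encoded OXPHOS family of neurons lost its call with library weights, at −0.0155 (adjusted p of 0.0657), with fry, at −0.0196 (adjusted p of 0.648), and with the estimated correlation, at −0.0196 (adjusted p of 0.629), and its median was −0.0372 to −0.00383 with 1 library left out.

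In astrocytes fry and the estimated correlation also took the call from the EIF2 genes of Table 2, at 0.166 (adjusted p of 0.201 by fry and 0.256 with the estimated correlation), the OXPHOS genes of section 3.6, at 0.237 (adjusted p of 0.168 by fry and 0.256 with the estimated correlation), and the nuclear-encoded OXPHOS family, at 0.0171 (adjusted p of 0.409 by fry and 0.446 with the estimated correlation). With 1 library left out, the medians were 0.0947 to 0.185, 0.174 to 0.316 and 0.0112 to 0.0249, and the call of the OXPHOS family was lost without AM-Allo 2, at 0.0174 (adjusted p of 0.0799). The apoptosis genes kept their direction and gained no call in any alternative, with 0.0839 to 0.107 when 1 library was left out. The inflammasome genes had medians of −0.0971 to −0.00537 with 1 library left out, and gained a call without AM-Veh 3, at −0.0971 (adjusted p of 0.0146), and without AM-Allo 2, at −0.0412 (adjusted p of 0.0446). The ribosomal protein family gained a call with no filter, at 0.00547 (adjusted p of 0.0426), and with library weights, at 0.00410 (adjusted p of 0.0264). Its median changed sign under upper-quartile scaling (−0.0126) and quantile normalization (−0.00138), and was −0.0248 to 0.0354 with 1 library left out, with calls without AM-Veh 2 and AM-Allo 3 and a negative median without AM-Veh 1, AM-Veh 3, AM-Allo 1 and AM-Allo 2.

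Among the other results, signs changed as follows. Without a filter, the microglial markers of neurons had a median of 0.0737 and the neuronal markers of astrocytes one of 0.0263, because genes near 0 joined the lists. With a mean of at least 50, the immediate-early genes of astrocytes had −0.00464 and the transport and receptor genes −0.0843. Under upper-quartile scaling these had −0.00438 and −0.0105, and under quantile normalization the latter had −0.00289. With library weights, the sex genes of astrocytes had 0.0122 and Tgfb1 in neurons −0.0410.

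With 1 library left out, the medians of these astrocyte lists changed sign: immediate early −0.0207 to 0.0847, transport and receptors −0.0508 to 0.0374, sex −0.0788 to 0.0439, mesenchymal −0.0246 to 0.0461, microglial −0.112 to 0.0958 and proliferation −0.0113 to 0.132. Those of neurons were ERK feedback −0.0746 to 0.0178, endothelial −0.247 to 0.242, mesenchymal −0.106 to 0.159, neuronal −0.111 to 0.0216, proliferation −0.00193 to 0.175, regulators −0.0506 to 0.00444 and sex −0.0129 to 0.0541. The log2 fold changes of single genes that changed sign were Cacna1c −0.0705 to 0.0693, Dnm1l −0.0374 to 0.00522, Fos −0.198 to 0.0817, Jun −0.0282 to 0.0834, Mt-atp8 −0.0813 to 0.171, Mt-nd6 −0.0407 to 0.155, Ppargc1a −0.119 to 0.0544 and Slc12a2 −0.0197 to 0.0932 in astrocytes. In neurons they were Tgfb1 −0.242 to 0.197, Cacna1d −0.0402 to 0.0155, Dnm1l −0.0517 to 0.00444, Gabra5 −0.135 to 0.0269, Gabrg1 −0.0374 to 0.104, Gap43 −0.00498 to 0.0818 and Opa1 −0.0506 to 0.00933.

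Corrections for transcript length and GC content, and the replicate block with a length correction, were not run, because the reference used here gives the genomic span of genes on another assembly. Count models on whole reads were not run, because whole reads were not recovered for nearly all genes. Depth limits the genes of low count most. Nlrc4, Pycard, Gpr139, Htr1a and Gatd1 stand on few reads per library, so that 1 read is a visible part of the value.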

Differences from the paper's values

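None of the fold changes that the paper gives for RNA-seq differed from the values here by more than 1.5 times. The fold changes here, taken from the difference between mean log2 values, lay between 0.9996 and 1.002 times the paper's values for 4 genes in neurons, and between 1.001 and 1.016 times for S100b, Nlrc4 and Pycard in astrocytes. For the 13 OXPHOS genes shown in Figure 7E they lay between 0.957 and 1.045 times the paper's values, which were read by eye. Of the alternatives set before the data were examined, leaving out 1 library included, the VST values alone differed from the paper by more than 1.5 times and by more than the SD of the replicates, for Nlrc4 and Pycard, since variance stabilization shrinks differences at low counts.

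The paper lists the genes of Table 1 as changed at an unadjusted p under 0.05, and the test here called 50 of the 89. By list, it called 26 of 41 for synaptogenesis, 13 of 20 for long-term potentiation, 14 of 23 for calcium signaling and 29 of 50 for CREB signaling. Of the alternatives set before the data were examined, the VST values, the replicate block and the replicate block by first number each called 87 of the 89, or 39, 19, 23 and 49 by list, and did not call Grm4 and Mapt. The VST values with the block by first number, chosen after seeing the values, called 87 and dropped 2 of the paper's genes, also Grm4 and Mapt. The other settings compared called 40 (limma without the trend) to 53 (robust fit). The 25 genes of Table 2 and the 13 OXPHOS genes of section 3.6 were all called here.

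The paper states that apoptosis signaling was inhibited in astrocytes, from a pathway score. Of its 5 genes in Table 2, 3 were higher and 2 lower here, with no call for the list (adjusted p of 0.335 by camera). Neither the count nor camera's test of a shared direction measures such a score, which was not computed here. They therefore do not contradict the paper's statement. The paper states that Allo raised Nrf1 and Tfam in astrocytes, measured by real-time PCR. In the RNA-seq values Nrf1 had a log2 fold change of −0.085 (adjusted p = 0.841) and Tfam of −0.091 (adjusted p = 0.816), with 3 libraries per group. Nrf1 was lower in 2 of 3 AM-Allo libraries than in any AM-Veh library, and Tfam in 0 of 3. The log2 fold change of Nrf1 was −0.134 without AM-Veh 2, −0.0526 without AM-Veh 3, −0.138 without AM-Allo 1 and −0.0476 without AM-Allo 2. That of Tfam was −0.0556 without AM-Veh 2 and −0.155 without AM-Veh 3, with an unadjusted p of 0.0230 for a fall without AM-Veh 3. Both stayed below 0 in all 18 alternatives.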

Other observations

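The tests of late activity genes, GABAergic markers, ERK-induced genes and families of short transcripts, their 4 lists and the splits for the lists were chosen after the results were seen. The tests of microglia, of a transcript length trend and of the share of non-neuronal cells were planned.

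The genes of Table 1 were picked by the study on these 8 libraries, so the real split is bound to stand out. A median as large came from 1 of 35 splits for synaptogenesis, 1 for long-term potentiation, 3 for calcium signaling and 1 for CREB signaling. Whether chance explains the size of these medians cannot be told apart from the choice of genes. In astrocytes the same holds for the EIF2, apoptosis and section 3.6 OXPHOS lists, where 1 of the 10 splits of 3 libraries against 3 gave as large a median for each, a share that is never under 0.1. For the whole families and other lists in astrocytes, medians as large came from 3 of 10 splits for nuclear-encoded OXPHOS, 10 for ribosomal proteins and 6 for the inflammasome. The count of 1078 astrocyte genes at an unadjusted p under 0.05 was reached by 1 of the 10 splits.

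Markers of other cells were abundant in the neuron libraries. Among astrocyte markers, normalized counts in AM-Veh and AM-Allo were Gfap at 94233 and 91172, Slc1a3 at 60228 and 59842 and Fabp7 at 50637 and 49389.6, among oligodendrocyte-lineage markers Bcas1 at 21768 and 23686, Olig1 at 14684 and 14288 and Cnp at 14336 and 15259, and among neuronal markers Map2 at 24729 and 26513, Dcx at 12383 and 13349.9 and Stmn2 at 9469.5 and 10429.6. A smaller share of all non-neuronal cells in AM-Allo could raise neuronal genes, and it would lower the markers of each other cell type alike. Of 11 astrocyte markers, 9 were lower (median −0.021, adjusted p of 0.301, and a median of −0.0653 without AM-Veh 1-1, −0.0320 without AM-Veh 1-2, −0.00196 without AM-Veh 2-1, −0.0129 without AM-Veh 2-2, −0.0361 without AM-Allo 1-1 and −0.0330 without AM-Allo 2-2), and of 12 oligodendrocyte-lineage markers 10 were higher (median 0.0810, and 0.0455 without AM-Allo 1-2), which argues against it. As fry without the block gave 0.221 for the latter and 9 of 35 splits gave as large a median, this rests on a small rise. With the block, fry gave 0.0429 and 7 of the 12 had an unadjusted p under 0.05. Fewer astrocytes alone would not lower the oligodendrocyte-lineage markers, so a smaller share of astrocytes stays open. Map2 and Dcx, among the most abundant neuronal markers, rose (log2 fold change 0.10 and 0.11), each with no overlap between the groups. The neuronal markers themselves moved apart, with 5 higher and 7 lower (median −0.060, adjusted p of 0.478 for a rise), as did the mesenchymal markers (median 0.095, adjusted p of 0.478, and 0.0260 with the block by whole number). All 13 proliferation genes tested were higher (median 0.080, adjusted p of 0.110 by camera, 0.771 by fry, 0.693 with the estimated correlation and 0.107 by fry with the block), with 0.00578 without AM-Veh 1-1, 0.0182 without AM-Veh 1-2, 0.00408 without AM-Allo 2-1 and 0.000531 without AM-Allo 2-2. Without AM-Allo 1-1 the median was −0.00193 (adjusted p of 0.861). With all libraries kept, camera gave 0.0300 with library weights, 0.00142 with the VST values, 0.00154 with these and the block by first number, 0.00221 with the block by whole number and 0.00208 with the block by first number. The 3 microglial markers tested were lower (median −0.21, adjusted p of 0.110 by camera and 0.0937 by fry). Their median was −0.332 without AM-Veh 1-1, −0.328 without AM-Veh 1-2, −0.0999 without AM-Veh 2-1, −0.0927 without AM-Veh 2-2, −0.401 without AM-Allo 2-1 and −0.364 without AM-Allo 2-2. With the block fry gave 0.00793 and camera 0.0928, so fewer microglia stay open. Cd68 was at 108 and 95.8, and the 2 endothelial markers were lower (median −0.063, adjusted p of 0.861).

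The fall of immediate-early genes in neurons was largest in genes of low or moderate count, of which Egr4 (log2 fold change −1.11), Fosb (−0.91), Npas4 (−0.76) and Egr1 (−0.42) were chosen after their values were seen. Lower neuronal activity at the end of the treatment may lower them. Of 13 genes that activity induces later, 10 were lower (median −0.190, adjusted p of 4.76e-05 by camera, 0.0979 by fry and 0.182 with the estimated correlation, and 4.40e-07 to 0.182 over all alternatives). The median was −0.305 without AM-Veh 1-2, −0.0441 without AM-Veh 2-2, −0.0536 without AM-Allo 1-1, −0.0377 without AM-Allo 1-2 and −0.293 without AM-Allo 2-1. With the block by first number, camera gave 5.84e-07 and fry 0.0586, and 4 of the 13 had an adjusted p under 0.05, against 1 without it. The list was written after 3 of its genes had been seen to fall, Bdnf is also in Table 1 and in the immediate-early list, and Vgf fell most (log2 fold change −0.89, adjusted p = 0.353, and 0.000133 with the block). The list is therefore no independent test, and lower activity stays open. Fewer GABAergic neurons might also lower genes that such neurons express strongly. Of 13 GABAergic markers, 11 were lower (median −0.302, adjusted p of 0.000273 by camera, 0.333 by fry and 0.256 with the estimated correlation, and 8.07e-07 to 0.333 over all alternatives), with 0.0558 without AM-Allo 1-2, where the median was −0.0584. The size of the fall thus rests largely on that library. With the block by first number camera gave 1.50e-06 and fry 0.120. Sst had a log2 fold change of −0.59, Gad2 of −0.45 and Gad1 of −0.41, at 1254 normalized counts in AM-Veh and 972 in AM-Allo, all chosen after their values were seen. Their adjusted p-values were 0.650, 0.799 and 0.880, and 0.00452, 0.0178 and 0.0392 with the block. Erbb4, also chosen after its values were seen, did not fall. Of the list, 4 of the 13 were also tested in the astrocyte libraries, and 2 are among the neuronal markers. Fewer such neurons, lower expression in each of them and lower activity cannot be told apart in these cultures. Each of these is a hypothesis that counts of cells or other samples could test.

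Dusp4, which ERK induces, fell while Mapk3 rose. Weaker ERK signaling may explain that fall. Over the other 13 ERK-induced genes the median log2 fold change was −0.0442, and with Dusp4 9 of 14 were lower (adjusted p of 0.0373 by camera, 0.0979 by fry, 0.00684 to 0.251 over all alternatives). Camera gave 0.0724 without AM-Veh 1-1, 0.182 without AM-Veh 1-2, 0.0521 without AM-Allo 1-2 and 0.203 without AM-Allo 2-2, and the median rose above 0 without AM-Veh 2-1 (0.000602) and AM-Veh 2-2 (0.0178). From −0.0596 over all 14 it went to −0.00418 without AM-Allo 1-1 and −0.00347 without AM-Allo 1-2. The median of the other 13 (−0.0442) was far from the −0.68 of Dusp4. This argues against weaker signaling that lowers all these genes by as much as Dusp4. A median so close to 0 over genes that go both ways does not decide on a smaller weakening. The paper reports that Allo raised phosphorylated ERK protein in neurons at the same 16 h, which runs against weaker signaling. By the RNA values alone, a smaller weakening and a change in Dusp4 alone cannot be told apart.

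Nlrc4 and Pycard may have fallen in astrocytes because the treated cultures held fewer microglia, which would lower all abundant microglial transcripts by about as much. The median log2 fold change of 16 microglial markers was −0.0279 (adjusted p of 0.483), against −0.68 for Nlrc4 and −0.68 for Pycard. The most abundant ones, Csf1r, C1qa and C1qc, were at 333, 299 and 247 normalized counts in AM-Veh and 300.1, 299 and 237 in AM-Allo. This argues against fewer microglia as the whole cause. With 1 library left out the median was −0.112 to 0.0958, positive without AM-Veh 2. A change within microglia or within astrocytes stays open, as do the few reads of both genes.

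Among the OXPHOS and ribosomal protein genes that rose in astrocytes were genes of small proteins, such as Rpl37 (log2 fold change 0.72) and Rpl37a (0.50), both chosen after their values were seen. A trend with transcript length between the libraries could raise them together. The share of low values on whole multiples of 1 read was −9.62 percentage points (AM-Allo minus AM-Veh) in astrocytes and −1.17 in neurons. In astrocytes AM-Allo 2 and 3 carried it, at 71.1% and 67.2%, while AM-Allo 1, at 94.7%, lay above every AM-Veh library (84.1% to 89.3%), so it is not a difference shared by the group. The median of the 13 OXPHOS genes of section 3.6 relative to the AM-Veh means was 0.114 in AM-Allo 1, and 0.285 and 0.279 in AM-Allo 2 and 3. No transcript lengths were used, other sources of fractional counts stay open and the direction of a trend is not known. In 51 genes of other families of short transcripts, 37 were higher, with a median of 0.0278 (adjusted p of 0.00353 by camera, 0.188 by fry and 0.202 with the estimated correlation, and 0.000373 to 0.202 over all alternatives), and camera gave 0.0597 without AM-Veh 1. The median was 0.0172 without AM-Veh 1 and 0.0517 without AM-Veh 2. The nuclear-encoded OXPHOS family had a median of 0.0171 (0.0112 without AM-Veh 1). The ribosomal protein family had 36 genes higher and 36 lower, with a median of 0.0016, so it did not share such a rise as a whole. A rise shared by part of the short transcripts is therefore a candidate explanation for the rise of the whole OXPHOS family. The 13 genes of section 3.6, picked on these libraries, rose more. A length trend and a change in OXPHOS expression cannot be told apart here. In neurons the genes of Table 1 cannot be told apart from a length trend by the same measure.

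The remaining lists were not called in astrocytes, with an adjusted p by camera and a median log2 fold change as follows. Astrocyte markers had 0.0538 (median −0.025, 8 of 10 lower), with 0.0413 without AM-Veh 2, 0.0207 without AM-Veh 3 and 0.0385 without AM-Allo 2, and with all libraries kept 0.0220 under upper-quartile scaling, 0.0395 with library weights and 0.0483 with the replicate block. Neuronal markers had 0.119 (median −0.11), with 0.0413 without AM-Veh 2, and Stmn2 at 21790.3 and 21749, Map2 at 3873 and 3551 and Gad1 at 1803 and 1874 normalized counts in AM-Veh and AM-Allo. Oligodendrocyte-lineage markers had 0.110 (median 0.052), with 0.0413 without AM-Veh 2 and 0.0385 without AM-Allo 2. Mesenchymal markers had 0.845 (median 0.016, mean −0.056) and were abundant, with Col1a2 and Col1a1 at 29769 and 23505 normalized counts in AM-Veh. Endothelial markers had 0.448 (0.21), proliferation 0.178 (0.097), with 0.0146 without AM-Veh 3, and immediate-early genes 0.458 (0.0098), with 0.0239 without AM-Allo 3. Chloride transport, GABA receptor and calcium channel genes had 0.529 (0.0037), the regulators 0.119 (−0.082) and sex genes 0.579 (−0.012). Of the regulators, Tgfb1 had a log2 fold change of 0.085, Ppargc1a of −0.029, Dnm1l of −0.022 and Opa1 of −0.090. In neurons the inflammasome genes had 0.388 (−0.056), the transport, receptor and channel genes 0.173 (0.063), with 0.0224 without AM-Veh 1-1 and 0.0278 without AM-Allo 1-2, the regulators 0.542 (−0.020) and sex genes 0.939 (0.021). In neurons Creb1 had a log2 fold change of 0.043, Nrf1 of 0.075, Tfam of −0.048, Jun of 0.049 and Gap43 of 0.043. Of the neuron regulators, 5 higher and 6 lower, Fos had −0.30 (unadjusted p by limma of 0.0570, and 0.00273 with the block by first number). Camk4 had −0.24 (unadjusted p of 0.231). Of the neuron transport, receptor and channel genes, 9 were higher and 6 lower. Slc12a2 had −0.082 (unadjusted p of 0.131, and 0.0261 with the block) and Gabra3 0.24 (0.0466, and 0.0121 with the block). Some of these medians moved by over 1.5 times when a library was left out. In astrocytes that of endothelial markers was 0.108 without AM-Veh 1, 0.113 without AM-Veh 2, 0.309 without AM-Allo 1 and 0.0103 without AM-Allo 3, of neuronal markers −0.165 without AM-Veh 1, −0.0699 without AM-Veh 3 and −0.0395 without AM-Allo 3, of astrocyte markers −0.0412 without AM-Veh 2 and −0.0409 without AM-Allo 3, of oligodendrocyte-lineage markers 0.0795 without AM-Veh 2, 0.0952 without AM-Allo 1 and 0.0945 without AM-Allo 2, of proliferation genes −0.0113 without AM-Veh 1 and 0.00330 without AM-Allo 3 and of regulators −0.0465 without AM-Veh 2, −0.0499 without AM-Veh 3 and −0.0480 without AM-Allo 3. In neurons that of the transport, receptor and channel genes was 0.0264 without AM-Veh 2-1, 0.0269 without AM-Veh 2-2, 0.00521 without AM-Allo 2-1 and 0.0208 without AM-Allo 2-2, and of the inflammasome genes −0.0958 without AM-Allo 2-1. The others that moved are given by their ranges in the section on processing. No difference between the cell types was tested.

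The VST values of neurons are not a function of the normalized counts alone. In the 4 libraries numbered 2, each gene carries a shift that differs by at most 0.0148 between these libraries, has a median size of 0.0416 and a correlation of −1 over genes with the difference between first numbers. The first principal component of the log2 counts separates the first numbers, and that of the VST values, with 28.4% of the variance, does not. The values thus have the first number already removed, and a test that does not count it as a fitted term calls more genes, with 158 at an adjusted p under 0.05 against 105 with the block.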
